# Metabolism and Health Effects of Rare Sugars in a CACO-2/HepG2 Coculture Model

**DOI:** 10.3390/nu14030611

**Published:** 2022-01-30

**Authors:** Amar van Laar, Charlotte Grootaert, Filip Van Nieuwerburgh, Dieter Deforce, Tom Desmet, Koen Beerens, John Van Camp

**Keywords:** cell, digestion, Caco-2/HepG2 model, gene expression, liver fat, rare sugars

## Abstract

Non-alcoholic fatty liver disease (NAFLD) has become the most prevalent liver disease worldwide and is impacted by an unhealthy diet with excessive calories, although the role of sugars in NAFLD etiology remains largely unexplored. Rare sugars are natural sugars with alternative monomers and glycosidic bonds, which have attracted attention as sugar replacers due to developments in enzyme engineering and hence an increased availability. We studied the impact of (rare) sugars on energy production, liver cell physiology and gene expression in human intestinal colorectal adenocarcinoma (Caco-2) cells, hepatoma G2 (HepG2) liver cells and a coculture model with these cells. Fat accumulation was investigated in the presence of an oleic/palmitic acid mixture. Glucose, fructose and galactose, but not mannose, l-arabinose, xylose and ribose enhanced hepatic fat accumulation in a HepG2 monoculture. In the coculture model, there was a non-significant trend (*p* = 0.08) towards higher (20–55% increased) median fat accumulation with maltose, kojibiose and nigerose. In this coculture model, cellular energy production was increased by glucose, maltose, kojibiose and nigerose, but not by trehalose. Furthermore, glucose, fructose and l-arabinose affected gene expression in a sugar-specific way in coculture HepG2 cells. These findings indicate that sugars provide structure-specific effects on cellular energy production, hepatic fat accumulation and gene expression, suggesting a health potential for trehalose and l-arabinose, as well as a differential impact of sugars beyond the distinction of conventional and rare sugars.

## 1. Introduction

The prevalence of obesity is rapidly increasing and is accompanied by an increase in type 2 diabetes and non-alcoholic fatty liver disease (NAFLD), which currently affect about 1 in 11 (diabetes) and 1 in 4 (NAFLD) people on a global scale [1,2,3]. NAFLD is a disease in which at least 5% of the liver tissue is composed of fat. In its early stage of simple steatosis, NAFLD is reversible, although factors such as oxidative stress, inflammation and insulin resistance can cause progression towards hepatic steatohepatitis at a later, more severe, stage of NAFLD [4,5]. In this context, high intake of free sugars is of concern, as epidemiological evidence suggests a relationship between excessive sugar consumption and development of obesity [6]. Furthermore, it has been suggested that fructose, in particular, is a major mediator of hepatic fat accumulation [7]. 

‘Rare sugars’, which are defined by the International Society of Rare Sugars as ‘monosaccharides and their derivatives that are present in limited quantities in nature’, may be promising sugar replacers, based on studies reporting low caloric content and reduced glycemic responses for rare sugars, such as allulose and tagatose, compared to conventional sugars [8,9]. Recently, rare sugars also attracted attention due to innovative biocatalysis strategies that allow efficient production of these otherwise insufficiently available sugars, including biosynthesis of the rare glucobioses kojibiose [10] and nigerose [11] (visualized in Figure 1) from widely available sugars using (engineered) sucrase phosphorylase [12,13]. These innovations allow further research on the metabolic health impact of rare sugars, which is still in an early stage, especially for rare disaccharides [14]. 

Sugars are digested and absorbed primarily at the level of the intestinal brush border, where brush border enzymes, such as sucrase-isomaltase, maltase-glucoamylase, lactase-phlorizin hydrolase and trehalase, act on multiple sugars with varying affinity, resulting in differences in digestion speed and hence metabolic impact [15,16]. The digestion rate is affected further by epigenetic modifications, which include upregulation of intestinal hydrolases and transporters during disaccharide (maltose) digestion [17], and sucrase inhibition by l-arabinose [18]. Currently, knowledge on digestion of rare sugars, such as kojibiose and nigerose, has primarily been obtained from experiments with rat intestinal extract, which suggest delayed digestion of these sugars compared to maltose [15]. Although delayed digestion of sugars may impact glycemic responses in vivo, this cannot be assumed for many rare sugars in the absence of data from models simulating intestinal digestion and absorption in humans. Following digestion, glucose is actively absorbed by the sodium-dependent sodium/glucose cotransporter member 1 (SGLT1), whereas the glucose transporter type 5 (GLUT5) facilitates passive uptake of fructose, after which both enter the blood stream via the glucose transporter type 2 (GLUT2) [19]. Thereafter, the liver acts as a central organ in sugar metabolism that takes up glucose and fructose via the hepatic GLUT2 transporter [20,21]. Unlike glucose, the metabolism of fructose largely takes place in the liver, apart from conversions in the small intestine [22,23]. Fructose can contribute to hepatic fat storage via both de novo lipogenesis and interference with hepatic β-oxidation, specifically [7,24]. However, many studies describing a negative impact of fructose on the liver were performed with supraphysiological fructose concentrations or in combination with excess energy [25]. Furthermore, it is not known whether high fructose concentrations could also cause NAFLD in humans [26]. Animal experiments indicate that a combination of fatty acids and fructose in particular causes oxidative stress and severe steatosis [27,28].

In this study, we aim to study how different rare and conventional sugars impact liver health with the hypothesis that liver impact is reduced with sugars that are inefficiently digested or metabolized. Effects of sugars on liver health were investigated as such, and in combination with dietary and circulating fatty acids. These treatments were applied to the hepatoma G2 (HepG2) cell line, which is frequently used to study the effect of nutrition on metabolic health parameters, such as liver fat accumulation and inflammation [29,30]. Intestinal sugar digestion and absorption was simulated in human intestinal colorectal adenocarcinoma cells (Caco-2 cells), which undergo spontaneous differentiation to enterocyte-like cells with relevant expression of various digestive enzymes and nutrient transporters [31]. To allow cellular interaction and to study effects of disaccharides on liver metabolism, we combined Caco-2 and HepG2 cells as a model that has successfully been used to study iron fluxes [32] and polyphenol absorption [33], although it was not previously used for sugar research. We optimized the coculture model to make it fit-for-purpose, i.e., to study the impact of rare and conventional sugars on intestinal permeability, mitochondrial energy production, metabolic health-related gene expression and hepatic fat accumulation upon sugar/fatty acid exposure. Thereby, this study was one of the first to provide information on the molecular impact of rare disaccharides, highlighting the importance of structure-specific effects.

## 2. Materials and Methods

### 2.1. Materials

HepG2 (https://www.atcc.org/products/hb-8065, accessed 28 January 2021) and Caco-2 (https://www.atcc.org/products/htb-37, accessed 28 January 2021) cells were obtained from ATCC (Manassas, USA). Cell culture reagents, including Dulbecco’s Modified Eagle Medium (DMEM), Phosphate Buffered Saline (PBS), non-essential amino acids, trypsin-EDTA and penicillin/streptomycin, were purchased from Gibco (FisherScientific; Merelbeke, Belgium). The XF base medium, the RNA 6000 Nano chip and High sensitivity DNA chip were obtained from Agilent (Machelen, Belgium). Fetal Bovine Serum (FBS) and Trypan Blue were obtained from VWR (Leuven, Belgium). Twenty-four-well plates and Transwell plates with 24-well inserts were obtained from Corning (Elcolab; Kruibeke, Belgium), whereas 96-well plates and cell culture flasks (25 and 75 cm^2^) were obtained from Greiner (Vilvoorde, Belgium). The rare glucobioses nigerose (α1-3, 86%) and kojibiose (α1-2, 99%) were synthesized according to in-house procedures [10,11], whereas trehalose (α1-1 glucobiose, 99% pure) was kindly provided by Cargill (Mechelen, Belgium). Glucose, fructose, maltose (α1-4 glucobiose, 99% pure), galactose, mannose, ribose, the polyol mannitol, resazurin, Lucifer Yellow, trishydroxymethylaminomethane sulforhodamine B (SRB), Trypan Blue and rat-tail collagen were all purchased from Sigma-Aldrich (Overijse, Belgium). Xylose, l-arabinose, l-glutamine and oleic acid were obtained from Merck (Darmstadt, Germany), whereas palmitic acid was purchased from Fluka (Buchs, Switserland). NaHCO_3_, glacial acetic acid and ethanol were obtained from Chem-Lab (Zedelgem, Belgium). AdipoRed and neutral red were purchased from Lonza (Verviers, Belgium) and Santa Cruz Biotechnology (Heidelberg, Germany) respectively. Trichloroacetic acid (TCA) was obtained from Acros Organics (Geel, Belgium) and RNeasy plus mini kits were purchased from Qiagen (Hilden, Germany). QuantSeq 3′ mRNA-Seq Library Prep Kits were purchased from Lexogen (Vienna, Austria). Finally, the Quant-it ribogreen RNA assay was purchased from Life Technologies (Grand Island, NE, USA). The chemical structure of all sugars in this study is visualized in Figure 1.

### 2.2. Cell Culture and Experimental Setups

Caco-2 and HepG2 cells were cultured in DMEM with 25 mM and 5.5 mM glucose, respectively, supplemented with 10% heat-inactivated and sterile-filtered FBS, 1% non-essential amino acids and 1% penicillin/streptomycin. Cells were incubated in a CO_2_ incubator (Memmert; VWR, Leuven, Belgium) at 37 °C and 10% CO_2_, and the cell medium was refreshed every two or three days. Cells were used between passages 5 and 30. At 80% confluency, cells were trypsinized and split at a ratio of 1:3 or 1:5, for Caco-2 and HepG2 cells, respectively. The cell suspension was mixed 1:1 with Trypan Blue and cells were counted using a Bürker counting chamber (VWR; Leuven, Belgium). Caco-2 and HepG2 cells were seeded at a density of 2 × 10^4^ cells per well in 96-well plates. Seeding and treatment conditions depended on the different setups visualized in Figure 2. 

#### 2.2.1. Monoculture Setup

Cells used for monocultures were seeded on clear 96-well plates at a density of 2 × 10^4^ cells per well. These cells were exposed for 24 h in a sugar-free XF base medium, to which sugars and fatty acids were added, as explained in Figure 2. Fatty acids were added as a solution in pure ethanol, and were diluted 400 times in the medium, resulting in a final non-toxic ethanol concentration of 0.5%. Fatty acid exposures were performed in the presence of 10% FBS, and a 1:1 mixture of palmitic and oleic acid was used for the final experiments in combination with the sugars.

Monoculture fat accumulation experiments were performed after 24-h exposure to 28 mM sugar in combination with the 0.5 mM palmitic/oleic fatty acid mixture (Figure 2a). These concentrations were based on test experiments with AdipoRed and neutral red assays covering a range of 0–112 mM for monosaccharides and 0–16 mM for fatty acids.

#### 2.2.2. Coculture Models

Caco-2 cells for coculture were seeded in a 24-well transwell insert and were differentiated for at least 3 weeks. Twenty-four-well plates were coated with 7.5 μg/cm^2^ collagen according to the manufacturer’s protocol [34], including an additional overnight UV treatment, and HepG2 cells for coculture were seeded at a density of 5 × 10^4^ cells per well. Differentiated Caco-2 cells and confluent HepG2 cells were cocultured for 24 h, followed by a 24-h exposure. Exposures for energy effects (28 mM sugar) and gene expression (55 mM sugar) were performed with 200 μL sugar solution, added to the apical side of the well, and 1 mL sugar-free medium added at the basolateral side (Figure 2b). We opted to perform a gene expression analysis with monosaccharides at a higher concentration of 55 mM, as this ensures sufficiently high sugar concentrations following intestinal transport and allows one to perform a sugar comparison at the HepG2 level, rather than the effect of different glucose concentrations due to delayed digestion of glucobiose exposures.

Fat accumulation in the coculture model was tested with a ‘free fatty acid’ (simulating circulating fatty acids) and ‘dietary fatty acid’ model (simulating fatty acids in the diet), which both combine sugars with 0.5 mM palmitic/oleic acid mixture. In the ‘free fatty acid model’, fatty acids were added to the basolateral compartment and sugars were added apically (Figure 2c). In the ‘dietary fatty acid model’, sugars and fatty acids were both added apically (Figure 2d). 

### 2.3. Intestinal Permeability

Intestinal permeability was measured by monitoring the transepithelial electrical epithelial resistance (TEER) [35] and by performing a Lucifer Yellow assay [36]. TEER was determined using an automated REMS device (World Precision Instruments; Sarasota, FL, USA) prior to the coculture initiation, after 24 h coculture and after exposure to sugars and fatty acids. TEER values were measured in Ω and divided by 3 to correct for the surface area of the 24-well transwell plates, presenting them as normalized Ω·cm^2^ values. Lucifer Yellow transport was measured by adding 0.1 mg/mL of Lucifer Yellow in the apical cell culture medium, and after 1 and 2 h of exposure, 200 μL of the basal medium was transferred to a black 96-well plate for fluorescence measurement (Spectramax M2 plate reader, Molecular Devices; Berkshire, United Kingdom), λ_exc_/λ_em_ = 428/540 nm. Lucifer Yellow transport was calculated based on a standard curve covering the range of 0–100 μg/mL. LOD and LOQ were 0.77 and 2.33 μg/mL, respectively.

### 2.4. Resazurin Assay for Cellular Reductase Activity

Resazurin stock solution (1 mg/mL in distilled water) was added to the cell medium at 1:100 *v/v* [37]. The plate was incubated for two hours at 37 °C and fluorescence was measured (λ_exc_/λ_em_ = 560/590 nm) in a black 96-well plate. 

### 2.5. AdipoRed Assay for Intracellular Fat Accumulation

Following 24 h of exposure with sugar and fat, HepG2 cells were washed with phosphate-buffered saline (PBS), and 2.5% of AdipoRed was added in the basolateral compartment. The plate was incubated for 15 min at 37 °C and bottom fluorescence was measured (λ_exc_/λ_em_ = 485/572 nm).

### 2.6. RNA Isolation

RNA from cocultured Caco-2 and HepG2 cells was isolated using the RNeasy plus mini kit from Qiagen. Cells were first washed with PBS and then lysed with 200 or 350 µL RLT lysis buffer for Caco-2 and HepG2 cells, respectively. The procedure from the manufacturer’s protocol was followed, and RNA was finally eluted in 40 μL RNase-free water.

### 2.7. RNA Processing and Sequencing

All samples had an RNA integrity number (RIN) value above 9. RNA from each sample was quantified using the ‘Quant-it ribogreen RNA assay’ (Life Technologies, Grand Island, NE, USA) and 500 ng RNA was used to prepare an Illumina sequencing library using the QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen, Vienna, Austria) according to manufacturer’s protocol with 14 enrichment polymerase chain reaction (PCR) cycles. An average of 9.0 × 10^6^ ± 1.8 × 10^6^ and 11.6 × 10^6^ ± 1.0 × 10^6^ reads was generated for HepG2 and Caco-2 samples, respectively. 

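Reads could be recovered from the deposited normalized values, since every value of a library was a whole multiple of one step. The recovered reads on the listed genes averaged 6955876 ± 1321666 per library in HepG2 cells (SD, n = 20 libraries) and 8887046 ± 885361 in Caco-2 cells (SD, n = 20). These counts cover reads assigned to the listed genes, not all reads generated, and every value given here rests on them. A HepG2 library listed between 34 and 174 of its genes at 0 reads, and a Caco-2 library between 1115 and 1949. Among genes with a mean of at least 5 on the deposited scale, 0.0342% of the values were 0 in HepG2 (9788 genes) and 1.59% in Caco-2 (9914 genes). The libraries carry reads without molecular identifiers in the files, so any limit drawn from read numbers covers counting error only.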

### 2.8. Neutral Red Assay

Neutral Red working solution was prepared by diluting neutral red stock solution 1:80 in serum-free DMEM. Cells were washed with PBS (Ca and Mg), followed by a 3 h incubation with 150 μL/well of neutral red working solution. The cells were washed again, and 100 μL of desorb solution (50% ethanol, 49% distilled water and 1% glacial acetic acid) was added. After 20 min, absorbance was measured at 540 nm, as explained in Repetto et al. [38].

### 2.9. Sulforhodamine B Assay for Protein Content

Energy production and intracellular fat accumulation were corrected for protein content by performing a Sulforhodamine B (SRB) assay [39]. After the assays, cells were fixated with 1:4 *v/v* 50% TCA in medium for at least one hour at 4 °C. The cells were washed with tap water at least 3 times and SRB solution was added in excess. After 30 min, the plate was washed at least 3 times with 1% glacial acetic acid. Next, the protein-adhered SRB stain was absorbed by adding 200 μL 10 mM Tris and pipetted up and down to homogenize the stain. Absorbance was measured at 490 nm.

### 2.10. Statistics and RNA Data Analysis

Statistics were used to determine differences between mean values for the total pool of well replicates of an exposure condition, generated from multiple different plates that were seeded from the same cryovial at different passages. Results from ‘optimization experiments‘ based on a single plate, were qualitatively described without the use of statistics. Statistical analyses were performed with SPSS 26 using a significance cut-off of *p* < 0.05. Levene’s tests were performed to check for homogeneity of variance. Conditions were compared with one-way analysis of variance (ANOVA), using the Tukey’s correction for homogeneous data or a Welch ANOVA with a Games–Howell correction for non-homogenous data.

Analysis for differential gene expression was performed using the edgeR’s [40] quasi-likelihood method between 2 conditions, only including genes that were expressed at a counts-per-million (cpm) above 1 in at least 5 samples. 

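With edgeR's quasi-likelihood test on the recovered reads, between the same pairs of conditions, 83 HepG2 genes differed between glucose and mannitol, 12 between fructose and mannitol, 33 between L-arabinose and mannitol, 5 between glucose and fructose, 360 between glucose and L-arabinose and 11 between fructose and L-arabinose, at the thresholds of the paper. In Caco-2 cells this test gave RNU4ATAC for L-arabinose against mannitol, and DDIT3 and DDIT4 for glucose against L-arabinose. It gave 0 genes for the other comparisons of Caco-2 cells, where the unadjusted p-value was under 0.05 for 620 genes with glucose against mannitol, 489 with fructose against mannitol, 249 with glucose against fructose and 458 with fructose against L-arabinose. The deposited tables hold 13457 HepG2 and 13814 Caco-2 genes with more than 1 normalized cpm in at least 5 libraries, so a few of the listed genes do not pass that filter on the deposited scale.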

Genes were considered significantly differential if they had a false discovery rate (FDR) < 0.05, as well as a fold change of at least 2. 

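The fold-change threshold decides most of the HepG2 counts, while no Caco-2 count changed without it. In HepG2 cells, limma's adjusted p-value alone was under 0.05 for 282 genes with glucose against mannitol, 25 with fructose against mannitol, 250 with L-arabinose against mannitol, 9 with glucose against fructose, 1318 with glucose against L-arabinose and 20 with fructose against L-arabinose.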

Gene set enrichment analysis (GSEA) was performed using the GAGE R package [41], based on Kyoto encyclopedia of genes and genomes (KEGG) pathways provided by this package. Genes and KEGG pathways of interest were selected based on their impact on diabetes pathology, hepatic fat synthesis and the energy metabolism (Figure S1). 

## 3. Results

We first present the model development and defined the sugar and fatty acid conditions to obtain physiologically relevant effects. To this end, we tested viability to define the sub-toxic range and determined which physiological exposures induce cellular responses. Next, we tested the individual as well as the combined/synergistic impact of sugars and fatty acids at multiple concentrations on fat accumulation in liver cells.

### 3.1. Effect of Sugars and Fatty Acids on Lysosomal Activity

To define which concentrations of sugars and fats are tolerated by the different cell types, neutral red assays for lysosomal activity were performed.

No decrease in neutral red incorporation in HepG2 cells was observed upon sugar exposures within the tested concentration range (0–112 mM, Figure S1a in the Supplementary Data). Exposure to the mixture of palmitic and oleic acid for 24 h was accompanied by lower neutral red incorporation at fatty acid concentrations of at least 1 mM in HepG2 cells or 8 mM in Caco-2 cells (Figure S1b in the Supplementary Data). We then used subtoxic concentrations of maximal 0.5 mM fatty acids and 55 mM sugars in other assays.

### 3.2. Hepatic Fat Accumulation

#### 3.2.1. Effects of Sugars in the HepG2 Monoculture Model

First, we aimed to simulate the lipogenic effect of fructose, as reported in vivo [42]. To this end, fructose, as such, and in the presence of palmitic and oleic acid, which are described to stimulate fat accumulation in liver cells [43], were added to the HepG2 cells.

Visually higher protein-corrected AdipoRed fluorescence as indication for intracellular fat accumulation was observed in an optimization experiment at increasing concentrations of a 1:1 palmitic/oleic acid mixture. Exposure to 28 mM fructose as such did not induce fat accumulation in the optimization experiment, but appeared to enhance the effect of the fatty mixture at 0.5 mM (Figure 3a).

In a sugar comparison experiment, the effect of 0.5 mM fatty acid mixture was increased significantly by 28 mM glucose, fructose and galactose, but not by mannose, xylose, ribose and l-arabinose (Figure 3b). 

#### 3.2.2. Effects of Sugars in the Caco-2/HepG2 Coculture Models

In a second step, we extended this model with intestinal brush border digestion and absorption. After 24-h apical exposure (dietary fatty acid model) to a 0.5 mM palmitic/oleic acid mixture and 28 mM monosaccharide or 14 mM disaccharide, fat accumulation responses were highly variable within conditions and not significantly different between conditions. 

The effect of a fatty acid mixture as such was limited, whereas exposure to a combination of fatty acids and monosaccharides (especially fructose) resulted in a large but non-significant (*p* = 0.09) median increase in fat accumulation (Figure 3c). In comparative experiments with disaccharides, a smaller but equally variable and non-significant effect (*p* = 0.08) was observed for maltose, nigerose and kojibiose, but not for trehalose (Figure 3d). 

In the free fatty acid setup with direct contact between liver cells and fatty acids, a strong stimulating effect of the fatty acid mixture on fat accumulation was observed, which appeared to be enhanced by glucose in a proof-of-concept experiment (Figure 3c), but was not significantly impacted by glucobioses during a comparative analysis (Figure 3d).

### 3.3. Cellular Physiology of Cocultured Caco-2 and HepG2 Cells

The 24-h coculture of HepG2 and Caco-2 cells in glucose-containing medium did not influence TEER (Figure S2 in the Supplementary Data). In contrast, 24-h exposure to mannitol (−172 Ω·cm^2^, 516 Ω or −34%) or l-arabinose (−245 Ω·cm^2^, 735 Ω or −43%) at 55 mM in sugar-free medium resulted in a significant decrease of TEER (Figure 4a), although TEER values remained above 325 Ω·cm^2^ (975 Ω), and this decrease of TEER was not accompanied by increased Lucifer Yellow transport (vales remained below LOQ). TEER values were maintained in cells exposed to glucose, fructose, kojibiose or nigerose (Figure 4a). 

Resazurin conversion was significantly increased by 24-h exposure to 14 mM nigerose in Caco-2 cells, and by maltose, kojibiose (both 14 mM) and glucose (28 mM) in HepG2 cells (Figure 4b). HepG2 cells exposed to these four sugars had a 35% to 55% higher protein-corrected resazurin conversion compared to the control, whereas trehalose did not have an effect.

### 3.4. Gene Expression Analysis

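Caco-2 cells, a colon carcinoma line that forms an enterocyte-like layer, and HepG2 cells, a hepatoma line used as a model of hepatocytes, were taken from the coculture after 24 h with 55 mM of a sugar, with mannitol as the control. Each of the 2 cell lines gave 20 libraries, 5 wells for each of the 4 sugars, made with a kit that reads the 3′ end of polyadenylated RNA. The sample labels place the wells on 3 experiment days. Mannitol, fructose and L-arabinose each had 2 wells on a day in April (Apr-1 and Apr-2) and 3 wells on a first day in August (AugA-1 to AugA-3). Glucose had 2 wells in April, 1 on the first August day (AugA-1) and 2 on a second August day (AugB-1 and AugB-2), on which no other sugar was run. The authors deposited a table of 13493 genes for HepG2 and a table of 13872 genes for Caco-2, in which the reads of each gene had been divided by an effective library size and scaled as in a cpm. These values are called normalized cpm here. The sums of the libraries lay between 921977 and 1084927 in HepG2 and between 792108 and 1308071 in Caco-2. The paper names edgeR for the analysis, and its text names no aligner, genome build or annotation, so no positions are given. The files list genes by Ensembl identifier, and 13465 HepG2 and 13839 Caco-2 identifiers matched a symbol.
Recovered reads per HepG2 library ranged from 5954330 to 7018310 with mannitol (median 6517884), from 5990680 to 7417214 with glucose (median 6419371), from 6748269 to 12210906 with fructose (median 6939149) and from 6100458 to 7540337 with L-arabinose (median 6572604). Per Caco-2 library they ranged from 7787341 to 9905400 with mannitol (median 9458952), from 7759359 to 8928832 with glucose (median 8549632), from 8091097 to 10240324 with fructose (median 9047411) and from 7427920 to 9935481 with L-arabinose (median 9106026). For each pair of sugars within a cell line, genes with more than 1 normalized cpm in at least 5 of the 10 libraries were tested with limma, with a mean-variance trend and robust moderation, on log2(normalized cpm + 0.5). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold were counted as differential, the thresholds of the paper. The days were not part of this test, and fits with the day as a block are given where they change a result. In these fits AugB-1 and AugB-2 do not enter a glucose difference, since no other sugar was run on their day. That difference then rests on the glucose wells Apr-1, Apr-2 and AugA-1. For a single gene, an exact two-sided permutation test of the group means cannot give a p-value under 0.00794 with 5 wells against 5.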

To investigate whether absorbed monosaccharides were able to modify hepatic responses, gene expression was measured in Caco-2 and HepG2 cells from the coculture model, and exposed to glucose, fructose, arabinose and mannitol. 

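In HepG2 cells, 88 of 12830 tested genes differed between glucose and mannitol, 12 of 12759 between fructose and mannitol, 30 of 12725 between L-arabinose and mannitol, 5 of 12835 between glucose and fructose, 349 of 12826 between glucose and L-arabinose and 9 of 12719 between fructose and L-arabinose. In Caco-2 cells, 1 of 12030 genes differed between L-arabinose and mannitol and 16 of 12091 between glucose and L-arabinose. No Caco-2 gene differed between glucose and mannitol, where 896 of 11989 genes had an unadjusted p-value under 0.05, between fructose and mannitol (744 of 12042), between glucose and fructose (504 of 12109) or between fructose and L-arabinose (716 of 12151). The Caco-2 gene that differed between L-arabinose and mannitol was RNU4ATAC, a small nuclear RNA without a polyadenylated tail, at 92.3 ± 37.2 normalized cpm with L-arabinose and 384 ± 139 with mannitol (SD, n = 5 wells each; log2 fold change −2.04, standard error 0.279, limma's adjusted p = 0.00159, between 0.000135 and 0.985 over its alternatives). Of the 16 Caco-2 genes that differed between glucose and L-arabinose, 8 were copies of the 5.8S ribosomal RNA whose reads the counting may have shared, and the 16 genes held 10 distinct series of values. The other 8 were TXNIP, SLC22A9 and MT-ATP8, higher with glucose, and DDIT3, DDIT4, GDF15, STC2 and SLC38A2, lower, all except TXNIP and DDIT4 named after their values were seen. Without the L-arabinose well AugA-1 this comparison gave 1 gene. Without glucose AugB-1, 37 genes differed between glucose and mannitol, and without L-arabinose Apr-1, 5 differed between L-arabinose and mannitol.
With the experiment day as a block, the count in Caco-2 cells rose to 52 genes for glucose against mannitol, 23 for fructose against mannitol, 5 for L-arabinose against mannitol, 25 for glucose against L-arabinose and 11 for fructose against L-arabinose, and stayed at 0 for glucose against fructose (741 genes with an unadjusted p-value under 0.05). Wells of one sugar and day differed more in Caco-2 than in HepG2 cells: in genes of 200 to 500 reads, the spread beyond counting noise was 35.6% of the mean in Caco-2 and 11.9% in HepG2. When 291 of the changes of HepG2 cells between glucose and L-arabinose were given to simulated libraries, the test recovered 59.8% of them with the means and spread of HepG2 wells. It recovered 16.5% with those of Caco-2 wells, where 250 of the 291 genes were tested, against 288 in HepG2. The spread used there includes differences between days. Whether a gene responded differently in the cell lines was tested directly, as the difference between the log2 fold changes. No gene passed for glucose against mannitol (676 of 10716 genes with an unadjusted p-value under 0.05), fructose against mannitol (598 of 10752), L-arabinose against mannitol (596 of 10737), glucose against L-arabinose (770 of 10805) or fructose against L-arabinose (517 of 10817), and TXNIP alone passed for glucose against fructose. With the day as a block, 3 genes passed for fructose against mannitol, and the other counts stayed the same.

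**Figure D1:**
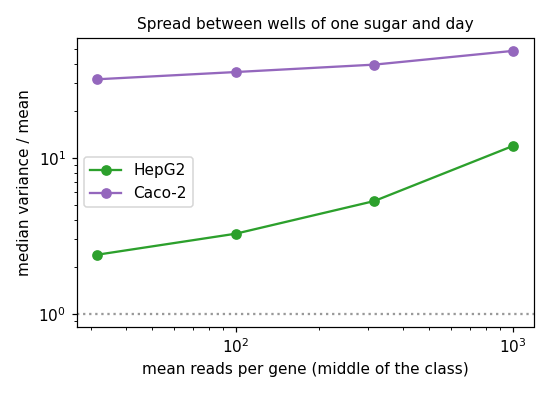
Median ratio of variance to mean across genes (log axis) between wells of one sugar and experiment day, against the mean reads per gene (log axis), in classes of genes from 20 to 50, 50 to 200, 200 to 500 and 500 to 2000 reads. The dotted line at 1 is counting noise alone; the ratio rises from 2.39 to 11.9 in HepG2 cells and from 31.9 to 48.5 in Caco-2 cells.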

After 24-h exposure to 55 mM of glucose, fructose, l-arabinose and mannitol, differential gene expression was visible between all exposures in HepG2 cells, but not in Caco-2 cells (Table 1). In HepG2 cells, glucose altered gene expression most, followed by l-arabinose (Table 1 and Table S1 in the Supplementary Data). 

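Against mannitol, glucose raised 24 and lowered 64 of its differential genes, L-arabinose raised 23 and lowered 7, and fructose raised 6 and lowered 6. Glucose against L-arabinose gave 116 genes higher and 233 lower with glucose. The 5 genes that differed between glucose and fructose were TXNIP, higher with glucose, and DDIT4, EGR1, FOSL2 and FBLIM1, lower with glucose, of which FOSL2 and FBLIM1 were chosen after their values were seen. No well overlapped between the 2 sugars for 693 of the genes tested with glucose and mannitol (5.40%), 601 with L-arabinose and mannitol (4.72%) and 430 with fructose and mannitol (3.37%), where chance gives 0.794%. The copy of Table S1 in the supplement lists 89 genes for glucose, of which 71 were differential here too, 33 for L-arabinose (27 here) and 10 for fructose (10 here), and for glucose against L-arabinose it holds 374 of the 376 genes counted in the paper (299 here).
Single wells moved these counts. For glucose against mannitol, leaving out one well at a time gave between 45 genes (without mannitol Apr-2) and 155 (without glucose AugB-2). For L-arabinose against mannitol the range was 18 (without mannitol AugA-3) to 42 (without L-arabinose Apr-2), and for fructose against mannitol 6 (without fructose Apr-1) to 23 (without fructose AugA-2). Among the other settings tried at the same thresholds with the wells as labelled, the April wells alone moved the counts most for glucose, to 343 genes, and for fructose, to 64, and that for L-arabinose ran from 9, with all 4 sugars in one fit, to 57, with the day and well number as a block. With the day as a block, 51 genes differed with L-arabinose and 36 with fructose, and all 30 and all 12 of the genes counted without the block were among them. With glucose 74 differed, among them 49 of the 88 counted without the block. AugB-1 and AugB-2 had no mannitol well on their day, so under this block they did not enter the glucose difference. With the day and well number as a block, only Apr-1, Apr-2 and AugA-1 held both glucose and mannitol. A result with glucose that is weaker under either block may therefore come from fewer wells.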

Supplementary Figure S3a–d show the principle component analysis (PCA) plots for all conditions compared to glucose and between the most differential conditions (glucose versus l-arabinose). 

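On all tested genes, the first principal component (PC1) of the 10 HepG2 wells held 29.6% of the variance for glucose and mannitol, 29.5% for fructose and mannitol, 28.9% for L-arabinose and mannitol and 29.9% for glucose and L-arabinose. It kept the sugars apart only for glucose and L-arabinose, where the sugar accounted for 79.0% of its variance. For fructose and mannitol, 94.5% of the variance of PC1 lay between the April and the August wells, and for L-arabinose and mannitol 92.3%, and along PC2, with 49.8% and 77.0% of its variance between the sugars, fructose and mannitol overlapped while L-arabinose and mannitol lay apart. For glucose and mannitol, PC1 split the glucose wells: AugB-2 and AugA-1 lay at −33.2 and −27.9, and Apr-1, Apr-2 and AugB-1 between 29.7 and 41.1, while PC2 held 86.6% of its variance between the sugars. On the differential genes of each comparison alone, chosen for their difference between the sugars, PC1 held 76.9%, 87.0%, 77.7% and 75.8% of the variance in the same order and separated the sugars in all 4 comparisons. The paper's text does not name the genes behind Figure S3.

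**Figure D2:**
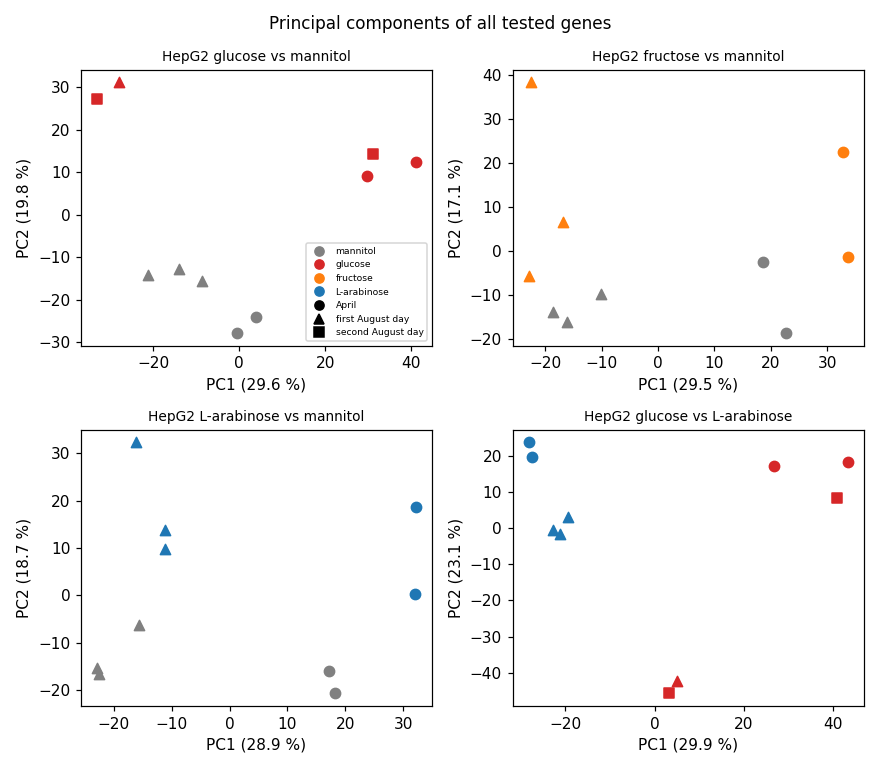
Scores of the 10 HepG2 wells on PC1 (horizontal) and PC2 (vertical) of all tested genes for the 4 comparisons, with the share of variance on each axis; colours are sugars and symbols experiment days. The August wells lie apart from the April wells along PC1 for fructose and L-arabinose against mannitol, and 2 glucose wells lie apart from the other 3.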

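In HepG2 cells, 4 genes were both lower with glucose and higher with L-arabinose than with mannitol, BHLHE40, DUSP5, DDIT4 and FAM110C, where 0.112 would be expected by chance among 12579 genes tested in both comparisons. BHLHE40 was at 25.5 ± 21.1 normalized cpm with glucose, 125 ± 26.2 with mannitol and 291 ± 36.6 with L-arabinose (SD, n = 5 wells each). Its log2 fold change was −2.72 with glucose (standard error 0.577, limma's adjusted p = 0.0460) and 1.23 with L-arabinose (standard error 0.128, adjusted p = 0.000214). The decrease with glucose stayed past the thresholds in 3 of the 10 fits that left out one well (adjusted p = 0.104 without mannitol Apr-1), and its adjusted p-value was 0.105 with the day as a block, in a range of 0.000159 to 0.414 over the alternatives. DUSP5 changed by −2.19 with glucose (adjusted p = 0.00653) and by 1.06 with L-arabinose (0.0186) on the log2 scale, DDIT4 by −1.25 (0.0115) and 1.24 (0.00381), and FAM110C, at 0.794 ± 0.131 normalized cpm with glucose, by −1.12 (0.0379) and 1.17 (0.0169). With the day as a block the decrease of FAM110C had an adjusted p-value of 0.0869 (0.0209 to 0.184 over the alternatives), and without glucose Apr-1 one of 0.0714. Without mannitol AugA-1 the increase of DUSP5 had one of 0.0506, and without L-arabinose Apr-1 that of FAM110C one of 0.0546. With all 4 sugars in one fit the increases with L-arabinose had adjusted p-values of 0.326 for BHLHE40 (9.7e-09 to 0.326 over the alternatives), 0.236 for DUSP5 (0.00103 to 0.236) and 0.0841 for FAM110C (0.00144 to 0.216), and with the replicate block that of DDIT4 had one of 0.0584 (0.00331 to 0.0584), so each of the 4 increases failed the threshold under at least 1 alternative. Another 2 genes that Table S1a lists for both sugars passed on one side only, since CITED2 with glucose had an adjusted p-value of 0.0508 (log2 fold change −1.27), which was 0.0376 without glucose Apr-2, and ADM with L-arabinose one of 0.157 (1.28), which was 0.00180 and past both thresholds with the day as a block, in a range of 0.000584 to 0.267 over the alternatives.
Both changes are measured against the same mannitol wells, so an error in these wells would push both changes the same way. Across genes, which are not independent replicates, the changes by glucose and by L-arabinose correlated at 0.0678. Simulated log2 values with no change by either sugar gave 0.469 to 0.523. The simulation gave both sugars the same spread and left out the days. It therefore does not decide whether the lower observed value comes from opposite responses. Of the 64 genes that glucose lowered, 38 (59.4%) were higher with L-arabinose. When the mannitol wells were divided between the comparisons in each of the 10 possible ways, 3 to 15 genes were lower with glucose and 57.1% to 100% of them were higher with L-arabinose.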

Several of the genes that were downregulated by glucose compared to the mannitol control were significantly upregulated by l-arabinose instead. 

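The gene sets of the paper were not used here. In their place, 18 lists of genes, written by hand before the data were examined, were tested with camera at its preset inter-gene correlation of 0.01, and adjusted over the 108 tests of a cell line. These lists are not the KEGG sets. In HepG2 cells 48 tests had an adjusted p-value under 0.05, 18 upward and 30 downward: 9 for glucose against mannitol, 5 for fructose against mannitol, 6 for L-arabinose against mannitol, 13 for glucose against fructose, 11 for glucose against L-arabinose and 4 for fructose against L-arabinose. In Caco-2 cells 16 tests passed, 3, 2, 1, 1, 5 and 4 in the same order of comparisons. Under fry, which needs no preset correlation, 26 of the 48 HepG2 calls and 0 of the 16 Caco-2 calls held, and with the correlation estimated from the wells 0 held in either cell line, where the smallest adjusted p-values were 0.0980 and 0.132. Without the genes of Table S1, 30 of the HepG2 calls were left. The strongest change was the decrease of the 26 immediate early genes in HepG2 cells with glucose against L-arabinose, with a median log2 fold change of −1.45, a mean over the set lower in every glucose well than in every L-arabinose well, and an adjusted p-value of 4.56e-16 under camera and 0.00113 under fry.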

On the pathway level, significant differences were observed between all exposures in both HepG2 and Caco-2 cells (Table 2 and Figure 5). 

To facilitate the interpretation of the gene expression results in the metabolic context, the impact of the tested sugars on key genes and KEGG pathways involved in digestion, energy metabolism and metabolic health is visualized in Figure 5 and Figure 6. Figure 5 summarizes the pathways, whereas Figure 6 illustrates how these effects impact metabolism and metabolic health. 

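The list of oxidative phosphorylation genes used here held 94 tested genes in each cell line. In HepG2 cells, 64 of them were higher with glucose than with L-arabinose, with a median log2 fold change of 0.10, and the mean over the set was higher with glucose in 24 of the 25 pairs of wells (camera's adjusted p = 0.0153, between 0.00516 and 0.465 over its alternatives, and 0.0615 without L-arabinose AugA-2). In Caco-2 cells, 62 genes were higher, with a median log2 fold change of 0.09, and glucose wells were higher in 16 of 25 pairs (camera's adjusted p = 0.0394, between 0.000669 and 0.952). Neither change held under fry, whose adjusted p-values were 0.145 in HepG2 and 0.952 in Caco-2. Leaving out one well at a time, the Caco-2 change stayed past the threshold in 5 of 10 fits, and its adjusted p-value was 0.768 without glucose AugB-1, 0.454 without glucose AugA-1, 0.198 without glucose AugB-2, 0.904 without L-arabinose Apr-1 and 0.847 without L-arabinose Apr-2.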

Figure 6a shows that the oxidative phosphorylation pathway, as an important pathway for ATP production, was significantly more expressed in glucose versus l-arabinose exposed Caco-2 and HepG2 cells. In the HepG2 cells, both fructose and l-arabinose upregulated the hypoxia-inducible factor 1 (HIF1) pathway that inhibits the oxidative metabolism. 

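The list of 61 HIF-1 genes rose with both sugars against mannitol. With fructose 37 genes were higher, with a median log2 fold change of 0.11, and the mean over the set was higher in 21 of 25 pairs of wells (camera's adjusted p = 0.00546, fry's 0.143). With L-arabinose 46 genes were higher, with a median of 0.10, in all 25 pairs (camera's adjusted p = 7.60e-05, fry's 0.00785). Each change passed in all 10 camera fits that left out one well. ANGPTL4, a gene that responds to hypoxia and to fasting, was at 23.6 ± 2.19 normalized cpm with fructose, 28.9 ± 8.49 with L-arabinose and 8.49 ± 1.72 with mannitol (SD, n = 5 wells each). Its log2 fold change was 1.44 with fructose (standard error 0.162, limma's adjusted p = 0.00174) and 1.69 with L-arabinose (standard error 0.197, adjusted p = 0.00034).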

Figure 6b shows that glucose, fructose and l-arabinose all provide distinct effects on metabolic health pathways in HepG2 cells. 

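Each sugar also passed for lists that the paper does not name. The amino acid response list, of genes induced by a shortage of amino acids, fell with glucose in HepG2 cells, with a median log2 fold change of −0.60 over 25 genes and 24 of them lower (camera's adjusted p = 5.33e-11, fry's 0.0170). This list fell with fructose too, by a median of −0.57 with 5 of 25 genes higher (camera's adjusted p = 2.59e-11, fry's 0.0127). Between glucose and fructose it did not pass (camera's adjusted p = 0.2). With fructose, ASNS, SLC7A11, ADM2 and SLC6A9, named after their values were seen, were among the 6 genes that fell, with log2 fold changes from −1.42 to −1.06. The immediate early list fell with glucose by a median of −0.95 (camera's adjusted p = 2.43e-12, fry's 0.00495) and rose with L-arabinose by 0.51 (1.26e-09 and 0.00803), and the set mean kept the sugar apart from mannitol in every pair of wells in both comparisons. Without the genes of Table S1, camera's adjusted p-value for the rise with L-arabinose was 0.106. With the estimated correlation camera's adjusted p-value was 0.119 for each of these changes of the immediate early list. For the amino acid response list it was 0.152 with glucose and 0.119 with fructose. Table S1a lists GAPDHP35, a pseudogene whose reads may be shared with GAPDH, for fructose and L-arabinose, and its log2 fold change was −1.84 with fructose (limma's adjusted p = 0.00923) and −1.70 with L-arabinose (0.0237, and 0.0622 without L-arabinose AugA-2). With all 4 sugars in one fit these adjusted p-values were 0.0783 (9.77e-05 to 0.0783 over the alternatives) and 0.0520 (3.54e-05 to 0.212). Of 26 genes that the text of the paper names, a list drawn in part from these libraries and so no independent evidence, 7 passed with glucose when adjusted over the list alone and 5 over all genes tested, 2 and 2 with fructose, and 6 and 2 with L-arabinose.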

Glucose strongly upregulated the hepatic thioredoxin-interacting protein (TXNIP), arrestin domain containing 4 (ARRDC4), the pathway for peroxisome proliferator-activated receptor (PPAR) signaling and downstream pathways, such as the pathways for biosynthesis of fatty acids and steroid hormones (Figure 5b and Table S1 in the Supplementary Data). 

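TXNIP stood at 180 ± 52.5 normalized cpm with glucose and 10.7 ± 3.83 with mannitol (SD, n = 5 wells each), a log2 fold change of 4.04 (standard error 0.247, limma's adjusted p = 4.95e-06, between 3.83e-09 and 6.86e-06 over its alternatives), with every glucose well above every mannitol well. ARRDC4 was near the limit of detection, at 1.78 ± 0.638 normalized cpm with glucose (at most 18 reads) and 0.324 ± 0.238 with mannitol, where every well lay at or under 3 reads. It failed the filter on low values and was not part of this comparison. Every glucose well exceeded every mannitol well (exact permutation test, p = 0.00794), and the mean with glucose was 3.41 times the highest 3-read limit of a mannitol well. Without the filter, its adjusted p-value was 0.0311. ARRDC4 also differed between glucose and L-arabinose (log2 fold change 1.44, adjusted p = 0.0252), where it stayed past the thresholds in 2 of the 5 leave-one-out fits that tested it (adjusted p = 0.0656 without L-arabinose Apr-1).
The list of 49 PPAR signaling genes rose with glucose by a median log2 fold change of 0.13 (28 genes higher, camera's adjusted p = 0.0348, fry's 0.332, 19 of 25 pairs of wells higher), and without glucose Apr-1 its adjusted p-value was 0.160. Fatty acid biosynthesis rose by 0.38 over 13 genes (camera's adjusted p = 0.0262, fry's 0.296, 15 of 25 pairs), and its adjusted p-value was 0.130 with the day as a block and 0.180 without glucose AugB-1. Steroid hormone biosynthesis did not pass (26 genes, median 0.02, adjusted p = 0.475), and steroid biosynthesis, the pathway to cholesterol, rose by 0.45 over 16 genes (0.00782 under camera, 0.439 under fry, 0.0535 with the day as a block and 0.172 without glucose AugB-1). Over camera, fry, the estimated correlation and the blocks, these 3 lists that passed covered adjusted p-values from 0.000164 to 0.536. Of the genes in these pathways, FASN varied widely between the glucose wells, at 472 ± 240 normalized cpm against 314 ± 25.9 with mannitol (SD, n = 5 wells each), and did not pass (limma's adjusted p = 0.540).

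**Figure D3:**
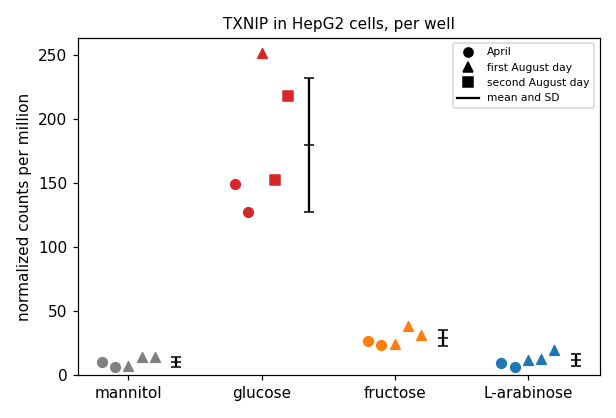
TXNIP in HepG2 cells in normalized cpm (vertical) for each well of the 4 sugars (horizontal), with symbols for the experiment day and bars for the mean and SD of 5 wells. The glucose wells lie between 127.5 and 251.3, above all wells of the other sugars.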

Glucose downregulated the tumour necrosis factor (TNF), rat sarcoma (RAS) and mitogen-activated protein kinase (MAPK) pathways and numerous pro-inflammatory genes, such as interleukin-11 (Il-11), early growth response protein 1 (EGR1) and Fos proto-oncogene (c-FOS). 

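The list of 174 MAPK genes fell with glucose against mannitol, with 46 genes higher and a median log2 fold change of −0.17 (camera's adjusted p = 2.98e-06, fry's 0.000984). The 118 RAS genes fell by a median of −0.10 (0.00782 and 0.00785) and the 80 TNF genes by −0.10 (0.0153 and 0.000735). The mean over each of these lists was lower in every glucose well than in every mannitol well. With the replicate block the RAS list had an adjusted p-value of 0.0540, and on genes with a mean of at least 5 normalized cpm the TNF list one of 0.0635 (0.000735 to 0.131 over its alternatives). EGR1 was at 20.5 ± 4.33 normalized cpm with glucose and 77.2 ± 11.3 with mannitol (SD, n = 5 wells each), a log2 fold change of −1.90 (standard error 0.161, limma's adjusted p = 3.60e-05). IL11 was at 1.75 ± 0.744 and 5.99 ± 1.01, with 6 reads in its lowest well (log2 fold change −1.58, standard error 0.256, adjusted p = 0.00724, and 0.0919 with the replicate block). FOS was at 3.05 ± 2.70 and 28.6 ± 13.8 (log2 fold change −3.28, standard error 0.558, adjusted p = 0.0183), and with the day as a block its adjusted p-value was 0.0857, in a range of 4.17e-05 to 0.272. For all 3 genes each glucose well lay below each mannitol well.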

Compared to l-arabinose exposed cells, glucose-exposed cells also had a higher expression of acetyl-CoA carboxylase (ACC), as the rate-limiting enzyme for fatty acid synthesis, and a lower expression of sirtuin-1 (SIRT1), as the longevity gene that inhibits the pathways of PPARα and ү.

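ACACA, which encodes acetyl-CoA carboxylase, was at 24.3 ± 10.3 normalized cpm with glucose and 11.9 ± 1.72 with L-arabinose (SD, n = 5 wells each). Its log2 fold change was 0.91 (standard error 0.230, limma's adjusted p = 0.0206), below the 2-fold threshold, although every glucose well lay above every L-arabinose well. The adjusted p-value was 0.144 with the day as a block, in a range of 0.00856 to 0.144, and the April wells alone gave a log2 fold change of 1.02 past both thresholds, as did the fit without glucose AugA-1 (1.07, adjusted p = 0.00733). SIRT1 was at 15.5 ± 2.49 normalized cpm with glucose and 31.5 ± 4.57 with L-arabinose, a log2 fold change of −1.003 (standard error 0.155, limma's adjusted p = 0.00137). SIRT1 stands at the fold threshold itself, so that it was counted in 4 of the 10 fits that left out one well, where its change ran from −1.07 to −0.93 (without glucose Apr-2), while its adjusted p-value stayed at or under 0.00668. Its change was −0.95 with the day as a block, under the threshold. All L-arabinose wells of SIRT1 lay above all glucose wells.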

Fructose upregulated TXNIP less strongly than glucose, and uniquely upregulated the metabolically important insulin signaling and AMP-activated protein kinase (AMPK) pathways. 

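TXNIP was at 29.1 ± 6.17 normalized cpm with fructose (SD, n = 5 wells), a log2 fold change of 1.45 against mannitol (standard error 0.221, limma's adjusted p = 0.0133) with every fructose well above every mannitol well. Glucose exceeded fructose by 2.58 on the log2 scale (standard error 0.194, adjusted p = 2.01e-05), again in every pair of wells. The insulin signaling list did not pass with fructose against mannitol (106 genes, 59 higher, median log2 fold change 0.04, camera's adjusted p = 0.0776, between 0.0659 and 0.196 over its alternatives), nor did the AMPK list (91 genes, 52 higher, median 0.02, adjusted p = 0.122, between 0.0940 and 0.196). Without fructose AugA-2 the adjusted p-value of the insulin list was 0.0226, and without fructose Apr-2 it was 0.171, the ends of its range when single wells were left out.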

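The type II diabetes list held 27 tested genes in Caco-2 cells, of which 7 were higher with glucose than with fructose. Its median log2 fold change for glucose against fructose was −0.20, the set mean was higher with glucose in 3 of 25 pairs of wells, and camera's adjusted p-value was 0.155, between 0.139 and 0.933 over its alternatives. The exact permutation test on the set mean gave p = 0.0556. Camera's adjusted p-value was 0.0449 without glucose Apr-1 and 0.616 without fructose Apr-1, the ends of its range when single wells were left out.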

The pathway for type 2 diabetes was significantly more active in Caco-2 cells exposed to fructose, specifically, compared to those exposed to glucose.

l-Arabinose upregulated the hepatic expression of the phosphatidylinositol 3-kinase/Protein kinase B serine/threonine protein kinase (PI3K/AKT) and MAPK pathways downstream of insulin signaling, whereas the advanced glycation end products receptor for the advanced glycation end products (AGE-RAGE) pathway involved in diabetes complications was upregulated by l-arabinose in both HepG2 and Caco-2 cells. 

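With L-arabinose against mannitol in HepG2 cells, the list of 172 PI3K-Akt genes did not pass (99 higher, median log2 fold change 0.05, camera's adjusted p = 0.216, between 0.208 and 0.480 over its alternatives). The MAPK list rose, with 115 of 174 genes higher, a median of 0.07 and an adjusted p-value of 0.00712 under camera and 0.00694 under fry, in 24 of 25 pairs of wells. The AGE-RAGE list rose by a median of 0.08 over 65 genes (46 higher, 22 of 25 pairs, 0.0287 under camera and 0.0263 under fry), and without the genes of Table S1 the adjusted p-values of these lists were 0.0928 and 0.202. Without L-arabinose AugA-3 that of the AGE-RAGE list was 0.0733. In Caco-2 cells the AGE-RAGE list did not pass: 35 of 60 genes were higher with L-arabinose, with a median log2 fold change of 0.06, 20 of 25 pairs of wells and an adjusted p-value of 0.406, between 0.332 and 0.952.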

## 4. Discussion

In this paper, we described effects of rare/alternative (trehalose, nigerose, kojibiose and l-arabinose) versus conventional sugars (glucose, fructose, galactose and maltose) on energy metabolism, gene expression, intestinal permeability and liver fat accumulation in Caco-2/HepG2 (coculture) setups. The major achievements are (I) the use of the Caco-2/HepG2 model for the novel application of studying sugar metabolism, (II) a distinction between (rare) disaccharides based on their impact on energy production (III), the demonstration of the impact of monosaccharide structure on liver metabolism, liver fat accumulation and gene expression.

### 4.1. Trehalose, Not Kojiniose or Nigerose, Has Less Metabolic Impact Than Conventional Glucobioses

An important finding was that glucobioses differentially impact energy provision in HepG2 cells, following their digestion in Caco-2 cells. Whereas maltose and kojibiose provided similar energy effects as glucose in the HepG2 cells, trehalose did not provide any stimulatory effects, suggesting that trehalose is cleaved more slowly into glucose. Experiments with rat intestinal extract also reported that trehalose is the most slowly digested glucobiose [15]. The study of Lee et al. has also demonstrated that small intestinal enzymes maltase, glycoamylase, isomaltase and sucrase have the highest affinity for maltose with the α1-4 bond, a lower affinity for nigerose (α1-3) and kojibiose (α1-2), and no affinity for trehalose (α1-1), which is a substrate for the enzyme, trehalase [15]. As a result of its slower digestion rate, trehalose had a smaller glycemic response compared to conventional sugars in a human intervention study [58]. Our findings confirm the reduced digestibility and metabolic impact of trehalose compared to conventional sugars, and even compared to other rare glucobioses. However, the reduced cellular impact of trehalose may be related to the expression of brush border enzymes in Caco-2 cells. Sucrase-isomaltase was the dominantly expressed brush border enzyme in our Caco-2 cells (according to the gene expression data) with a much higher expression than trehalase and lactase-phlorizin hydrolase, which is in line with a study reporting the activities of these disaccharidases in Caco-2 cells [59]. Nevertheless, trehalase activity in the human intestine is also considerably lower compared to sucrase and especially maltase activity [60], indicating that low trehalase expression is not necessarily a limitation of our model.

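In the 20 Caco-2 libraries of all 4 sugars, sucrase-isomaltase (SI) was at 7.87 ± 6.93 normalized cpm (SD, n = 20 libraries), from 0 to 26.5, with at most 209 reads. Lactase-phlorizin hydrolase (LCT) was at 1.08 ± 1.83, and 13 of its libraries held 0 reads, against 2 for SI. SI exceeded LCT in 17 libraries and equalled it at 0 reads in 2 (permutation test of the paired differences, two-sided, 100000 permutations, p = 5.0e-05). Trehalase (TREH) is not listed among the genes deposited for Caco-2 cells. By their mean, SI ranked above 38.2% of the listed Caco-2 genes and LCT above 4.10%. Both genes were uneven between wells of one sugar: with fructose SI was at 4.97 ± 6.35 and with L-arabinose at 11.8 ± 9.66 (SD, n = 5 wells each).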

Disaccharide digestion and related cellular energy production may have impacted TEER values in Caco-2 cells, as a selective TEER drop in cells exposed to mannitol or l-arabinose was observed, suggesting that energy provision is required to maintain TEER. l-Arabinose is described as a zero calorie sugar that contributes to weight loss in mice with the metabolic syndrome [61], which could be linked to our gene expression data, where the oxidative phosphorylation pathway in l-arabinose exposed HepG2 and Caco-2 cells was significantly less active compared to glucose-exposed cells. Previously, it has been reported that ATP depletion induced by a derivative of ‘carbonyl cyanide phenylhydrazone’ (CCCP) results in a dose-dependent increase of Caco-2 monolayer permeability [62]. 

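The tight junction list, of claudins, occludin and their partners, did not pass in Caco-2 cells for glucose against mannitol (32 genes, median log2 fold change −0.18, camera's adjusted p = 0.406), fructose against mannitol (33 genes, median −0.08, 0.660) or L-arabinose against mannitol (33 genes, median −0.08, 0.898). Over the alternatives these adjusted p-values ran from 0.398 to 0.979. The exact permutation test of the set mean gave p = 0.0476 for glucose, 0.841 for fructose and 0.897 for L-arabinose, unadjusted for the 3 comparisons.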

The TEER drop in low-energy conditions may not be problematic for the coculture model, as the Lucifer Yellow and gene expression data indicated no damage to the tight junctions, and Caco-2 cells cultured with fetal bovine serum have a higher electrical resistance than our small intestine in vivo [35]. However, these findings may be a second indication for efficient glucose release from kojibiose and nigerose. 

Nevertheless, glucose release from the glucobioses may be insufficient to enhance hepatic fat accumulation, as the significant effect of glucose in the monoculture setup was not observed for easily digestible glucobioses in the coculture setups. This may also be related to the large variation within conditions, which could be explained by variability introduced by cross-talk in coculture models as well as by exposures in sugar-free medium that cause some cells to switch to more aerobic substrates, such as fatty acids, while others remain on a highly glycolytic metabolism (depending on the added sugar). Additionally, substantial variation is observed specifically in the ‘dietary fatty acid setup’ due to smaller fat-induced responses in the absence of a direct fatty acid exposures, and therefore larger percentual fluctuations in fat accumulation responses. In the less variable ‘free fatty acid setup’, the combination of an indirect exposure to a digestible sugar and a direct exposure to fatty acids, provides a fat-induced response that may be too dominant to be enhanced by glucose released during digestion. The trend towards higher median fat accumulation with energy providing disaccharides without showing significant effects, may suggest that longer exposure durations are required for more substantial effects to occur, especially because all glucobioses but trehalose provided increased fat accumulation responses in individual wells. This could also be an indication that the effects of sugars are more subtle in more realistic models (such as the Caco-2/HepG2 coculture setups) without direct exposure of hepatic cells to high sugar concentrations. 

Overall, we conclude (I) that trehalose behaves as the least digestible and therefore most promising (in the context of sugar replacement, to investigate further in search for low-glycemic sugars) glucobiose in Caco-2 cells, and (II) that glucobioses with significant stimulatory effects on cellular energy production provide less consistent effects on hepatic fat accumulation.

### 4.2. Monosaccharides Differentially Impact Hepatic Fat Accumulation and Gene Expression

In contrast to disaccharides, monosaccharide-specific effects were observed on hepatic fat accumulation, where only glucose, fructose and galactose increased fat accumulation. Although fructose is often described as a uniquely lipogenic sugar, the enhancing effects of both glucose and fructose, are in line with other studies testing fat accumulation in monocultures with HepG2 cells challenged with glucose, fructose, fatty acids and insulin [29,63]. NAFLD is a disease with an important genetic component with a heritability of about 30% in population-based studies and higher percentages in twin-studies, depending on whether twins grew up in the same environment [64]. 

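A list of 8 genes linked to NAFLD was fixed in advance: PNPLA3, TM6SF2, MBOAT7, GCKR, HSD17B13, PPP1R3B, LYPLAL1 and NCAN. In HepG2 cells 5 of them were tested, and HSD17B13, PPP1R3B and NCAN are not among the genes listed for these cells. Adjusted over the list alone, 0 genes passed in any of the HepG2 comparisons, and 0 passed over all genes tested, where the unadjusted p-value was under 0.05 for 2 with glucose against mannitol, 0 with fructose and 1 with L-arabinose. LYPLAL1 had the smallest p-value with glucose (log2 fold change 0.42, limma's adjusted p = 0.247) and PNPLA3 with L-arabinose (−0.60, adjusted p = 0.179). PNPLA3 was at 15.4 ± 15.7 normalized cpm with glucose and 7.61 ± 2.12 with mannitol (SD, n = 5 wells each), a log2 fold change of 0.36 (adjusted p = 0.826) that single wells reversed to −0.14 without glucose AugB-1. In the April wells alone it was 1.10 with an adjusted p-value of 0.0205, in a range of 0.0205 to 0.975 over the alternatives. In Caco-2 cells PNPLA3 passed over the list alone for glucose against fructose and glucose against L-arabinose, while 0 genes of the list passed over all genes tested, with an unadjusted p-value under 0.05 for 1 gene in each. It was at 15.4 ± 6.45 normalized cpm with glucose, 4.13 ± 4.48 with fructose and 3.97 ± 1.54 with L-arabinose (SD, n = 5 wells each). Its log2 fold change was 2.48 for glucose against fructose (limma's adjusted p over all genes = 0.995, 23 of 25 pairs of wells higher with glucose) and 1.80 for glucose against L-arabinose (adjusted p = 0.546, 25 of 25 pairs). In the other 4 Caco-2 comparisons 0 genes passed over the list, with an unadjusted p-value under 0.05 for 1 with fructose against mannitol.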

In our study, there were no sugar-induced changes in gene expression for the most common genes linked to NAFLD in genome-wide association studies (GWAS). However, there were sugar-induced epigenetic changes that may impact hepatic fat accumulation. The upregulation of fatty acid biosynthesis by glucose may further support a lipogenic effect of glucose, especially as the rate-limiting enzyme for fat synthesis, acetyl-CoA carboxylase (ACC) [65], was significantly higher-expressed in glucose-exposed compared to l-arabinose-exposed cells. These differential effects of glucose and l-arabinose on hepatic ACC expression can be linked to another study, in which an l-arabinose intervention in rats with the metabolic syndrome reduced hepatic ACC mRNA expression [61]. In contrast, we did not observe these direct effects on fatty acid biosynthesis pathways for fructose, which may be partially explained by the absence of fatty acids in the gene expression experiments. 

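Between glucose and L-arabinose, the fatty acid biosynthesis list rose by a median log2 fold change of 0.38 over 13 genes, 11 of them higher with glucose (camera's adjusted p = 0.00817, fry's 0.114, 19 of 25 pairs of wells). Without the genes of Table S1 the adjusted p-value was 0.0681, in a range of 0.00547 to 0.386 over the alternatives, and without glucose AugB-1 it was 0.104. Against mannitol, ACACA changed by 0.55 with glucose (standard error 0.230, limma's adjusted p = 0.236) and by −0.36 with L-arabinose (standard error 0.147, adjusted p = 0.224). FASN did not differ between glucose and L-arabinose (log2 fold change 0.40, adjusted p = 0.483). SREBF1, which encodes a regulator of these genes, changed by 0.08 with glucose against mannitol (adjusted p = 0.868).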

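With fructose against mannitol in HepG2 cells, 7 of 12 tested genes of the fatty acid biosynthesis list were higher, with a median log2 fold change of 0.08 (camera's adjusted p = 0.587, between 0.336 and 0.850 over its alternatives). ACACA was at 16.6 ± 5.23 normalized cpm with fructose and 15.5 ± 2.40 with mannitol (SD, n = 5 wells each; log2 fold change 0.05, limma's adjusted p = 0.958), and the change was −0.25 in the April wells and −0.10 without fructose AugA-2. FASN was at 410 ± 116 (log2 fold change 0.35, adjusted p = 0.353).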

As fructose may interfere with beta-oxidation in the presence of fatty acids and hence increases hepatic fat accumulation [66], fructose may not need to stimulate fatty acid biosynthesis genes in order to provide adverse effects, especially in the presence of fatty acids. Effects of fructose on hepatic fat accumulation may also be mediated by uric acid, which is produced during the fructose metabolism, induces fat accumulation in the liver and may interfere with mitochondrial function [67,68,69]. In addition, increased substrate availability due to a fast fructose conversion to acetyl-CoA/GAP may have contributed to liver fat accumulation, and was suggested by Hirahatake et al. to be a more important contributor to fructose-induced lipogenesis than transcriptional alteration of lipogenic enzymes [70]. It should be noted that the high sugar exposures performed directly to the HepG2 may be less representative for the human situation compared to the coculture setups with an indirect exposure via the intestinal Caco-2 cells. Therefore, the larger median fat accumulation with fructose in our dietary fatty acid setup may be an indication that this sugar, in particulae, could have an effect in vivo, despite the smaller impact on gene expression. 

In addition to fatty acid metabolism and lipogenesis, we observed monosaccharide-specific effects on gene expression related to glucose homeostasis and diabetes pathology in HepG2 cells especially, where the glucose altered pathways that could eventually contribute to diabetes-related problems. These epigenetic findings are important considering the involvement of both genetic and environmental factors in type 2 diabetes that contribute to a lifelong risk of 40% and 70% for the development of type 2 diabetes for people with one or two diabetic parents, respectively [71]. Although expression of TCF7L2 as gene that is most consistently linked to type 2 diabetes in GWAS was not affected in our study [72], the glucose modulated the expression of important genes and pathways for type 2 diabetes. 

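TCF7L2 was at 135 ± 40.6 normalized cpm with glucose, 153 ± 29.4 with fructose, 178 ± 37.0 with L-arabinose and 127 ± 28.4 with mannitol in HepG2 cells (SD, n = 5 wells each). Its log2 fold change against mannitol was 0.07 with glucose (standard error 0.205, limma's adjusted p = 0.899), 0.28 with fructose (0.163, adjusted p = 0.529) and 0.49 with L-arabinose (0.168, adjusted p = 0.163). With the day as a block, the adjusted p-value for L-arabinose was 0.000865, in a range of 0.000391 to 0.343 over the alternatives, at the same log2 fold change, which is under the 2-fold threshold. The change with glucose fell to −0.06 without glucose AugB-2.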

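For TXNIP in HepG2 cells, the log2 fold change of glucose against mannitol was 4.02 in the April wells alone and 4.16 with the experiment day as a block, and between 3.88 and 4.17 in the fits that left out one well. Against L-arabinose it was 3.87 (standard error 0.256, limma's adjusted p = 4.32e-06). ARRDC4 with glucose ranged from 0.968 to 2.63 normalized cpm per well, and with fructose it was at 0.334 ± 0.473 (SD, n = 5 wells), with 10 of 25 pairs of wells higher than mannitol.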

Firstly, the strong upregulation of hepatic TXNIP and ARRDC4 by glucose, may contribute to insulin resistance, considering that these two genes are insulin pathway inhibitors that can be activated by the glucose/fructose responsive transcription factor MondoA and thereby contribute to the adverse effects of MondoA on fat accumulation and insulin resistance [73]. In addition, TXNIP is involved in the regulation of β-cell function, cellular glucose uptake and hepatic glucose output, overall providing adverse effects on glucose homeostasis and acting as a potential therapeutic target for diabetes [54,74]. Moreover, the upregulation of fatty acid biosynthesis and other PPAR-related pathways, suggest an more active lipid and cholesterol metabolism in glucose-exposed HepG2 cells overall. In contrast, downregulation of the TNF pathway and the il-11, FOS and EGR1 genes by glucose may be beneficial for reducing inflammation and preventing vascular dysfunction, respectively [75]. Although EGR1 expression is usually upregulated by high glucose exposure in endothelial cells, this has not been observed in hepatocytes in other studies either [75,76]. Alternatively, the lower expression of inflammatory genes in the presence of glucose could be interpreted as a pro-inflammatory effect of glucose depletion, which is a phenomenon that is observed with hypoglycemia in vivo [77].

Fructose may have impacted metabolic health via the AGE-RAGE pathway in HepG2 cells, as a pathway related with diabetes pathology and vascular complications [78,79]. This effect on the AGE-RAGE pathway may be plausible, as fructose is known to stimulate advanced glycation end product (AGE) formation even more than glucose [80]. In contrast, upregulation of the insulin signaling and AMPK pathways by fructose may be a more beneficial epigenetic alteration, considering the central role that AMPK plays in maintaining metabolic health via its impact on insulin secretion, gluconeogenesis, lipogenesis and its anti-inflammatory action [81,82]. 

Surprisingly, the non-metabolizable l-arabinose had an impact on gene expression as well. Unlike the situations where glucose provided an effect and l-arabinose did not, effects on the 33 genes that were altered by l-arabinose compared to the mannitol control cannot be explained by glucose retraction, as the mannitol control did not contain glucose either. 

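Of the 30 genes that differed between L-arabinose and mannitol in HepG2 cells, 27 are among the 33 of Table S1a, and 31 of those 33 had an adjusted p-value under 0.05. ERRFI1, HILPDA, PFKFB3 and HAMP, named after their values were seen, rose with log2 fold changes of 1.38, 1.21, 1.10 and 1.27. SIK1B, a near-copy of SIK1 with which it may share reads, rose by 1.56 (limma's adjusted p = 0.0465) and stayed past the thresholds in 4 of the 10 fits that left out one well, with an adjusted p-value of 0.119 without L-arabinose Apr-1. It was 0.352 with all 4 sugars in one fit, in a range of 0.000227 to 0.352 over the alternatives. From the absence of glucose in the mannitol control, the paper reasons that these changes are not an effect of withdrawn glucose.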

Previously, Osaki et al. already reported that l-arabinose as a sucrase inhibitor prevents lipogenic gene expression effects of sucrose [53]. Furthermore, Zhao et al. reported that l-arabinose provides protective effects on both the physiological and epigenetic level in rats on a high-fat diet [83]. Their findings suggested that l-arabinose reduces the negative impact of the high-fat diet by improving lipid oxidation and thermogenesis via modulation of gene- and protein expression. Furthermore, these researchers reported that l-arabinose enhances the stimulatory effect of the high-fat diet on fat catabolism and the inhibitory effect on fat anabolism [83]. However, it is new to observe epigenetic effects of l-arabinose in the absence of metabolic challenges, such as high sucrose or fat conditions. The upregulation of both the PI3K/AKT and MAPK pathway downstream of insulin signaling in our study potentially suggests that l-arabinose improved insulin sensitivity. 

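Against mannitol, SIRT1 was lower with glucose by a log2 fold change of −0.62 (standard error 0.161, limma's adjusted p = 0.0604, each glucose well below each mannitol well) and higher with L-arabinose by 0.38 (standard error 0.140, adjusted p = 0.176, 22 of 25 pairs of wells). Mannitol wells were at 24.1 ± 4.80 normalized cpm (SD, n = 5). Fructose and mannitol did not differ (0.10, adjusted p = 0.857).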

SIRT1, as gene that was expressed more in cells exposed to l-arabinose compared to glucose, inhibits lipid synthesis, while also acting as insulin sensitizer [84]. On the other hand, l-arabinose upregulated the AGE-RAGE pathway in both Caco-2 and HepG2 cells, which should be interpreted with caution, as there is no literature available suggesting that l-arabinose would adversely impact AGE production. 

Overall, we can conclude that monosaccharides provide differential effects on both the physiological and epigenetic level. l-Arabinose provided more beneficial effects compared to glucose and fructose on the physiological level, whereas the health benefits were less clear on the epigenetic level. 

### 4.3. Strengths, Limitations and Future Perspectives

This study performed an improved comparison between rare and conventional glucobioses, which has previously only been performed using rat intestinal extract [85], which solely provides information on glucose release. The cellular approach allows one to measure the actual impact of the different flow of monosaccharides released from the disaccharides. Moreover, our coculture model allows one to study the metabolic effects of rare and conventional disaccharides and links intestinal digestion and absorption with the post-absorptive hepatic metabolism, thereby providing clear benefits over monoculture models in terms of relevance for simulating the complex in vivo situation. In addition, we successfully combined sugars and fatty acids. The fatty acid mixture in our study is frequently used in cellular research, and incorporates an inflammatory component (palmitic acid) and a fatty acid that is more easily stored in liver cells (oleic acid) [43]. Finally, the transcriptomics approach in the coculture setup allowed further investigation of the mode-of-action, i.e., regarding lipogenesis and insulin sensitivity.

However, the experimental approach has limitations as well, starting with the single-timepoint approach. Gene expression of receptors and transports involved in sugar digestion are strongly time-dependent, which means that a single timepoint cannot capture all effects [17]. We have chosen the 24-h timepoint as a timepoint that is relevant for many metabolic responses and matches the time required to observe effects in the other assays. As gene expression analysis does not provide information on altered protein production, confirmation with proteomics would strengthen the results [86]. Furthermore, it should be mentioned that sugar concentrations of 28 mM used in the HepG2 monoculture exceed normal blood glucose levels [87], and primarily serve as proof of concept that metabolic abnormalities can be induced by specific sugars in this cell model. All concentrations (0–55 mM) used in the coculture setup are intestinal exposures within the physiological range [88]. The decision to use sugar-free medium for the HepG2 cells in the coculture (instead of a background of 3–5 mM glucose, as normally present in the blood stream) was based on the potent effects of even small amounts of glucose on cellular processes, such as energy production, which hinders the evaluation of digestible sugars in cell culture models. 

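MGAM, which encodes maltase-glucoamylase, is not among the genes deposited for Caco-2 cells. The glucose transporter gene SLC5A1 is also not listed, while the fructose transporter gene SLC2A5 was at 28.8 ± 21.6 normalized cpm with mannitol (SD, n = 5 wells). A gene that is not listed did not reach the authors' filter in these libraries, and the files do not give its reads.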

Next, there are limitations related to the cell models, such as the absence of the maltase-glucoamylase complex in Caco-2 cells, as confirmed by our gene expression data [17]. However, maltase-glucoamylase is responsible for only 20% of the maltase activity in humans compared to 80% for the sucrase-isomaltase complex [16], and Caco-2 cells are described to have high maltase activity despite the absence of maltase-glucoamylase [59]. Lastly, we did not measure or quantify digestion and transport of sugars from the Caco-2 to the HepG2 cells in this exact model, while knowledge on rates of digestion and transport would strengthen the findings. 

In the future, trehalose may be the most interesting glucobiose to serve as a sugar replacer, as it was the only glucobiose without any stimulatory effect on energy production or fat accumulation in the liver, with the note that trehalase expression was low in Caco-2 cells. As l-arabinose provided no adverse effects on the physiological level, alters some gene expression pathways and is described to limit the negative effects of sucrose, l-arabinose may both be promising as a sugar replacer and as an addition to the diet. However, our conclusions are based on a few aspects of the larger metabolic story, which means that more metabolic health aspects of individual sugars should be investigated. Furthermore, additional molecular research focusing on underlying mechanisms, post-translational alterations and knock-out models could contribute to a better understanding of our results. Therefore, metabolomics and research on how rare sugars influence development of insulin resistance may help to identify the healthiest sugars. 

## 5. Conclusions

Little is known about the cellular effects of rare- and non-conventional sugars upon digestion and absorption, especially regarding their impact on metabolic health and related health disorders, such as fatty liver disease and type 2 diabetes. In a Caco-2/HepG2 model to investigate the post-absorptive effects of sugars, we observed differential effects of glucobioses on energy production and monosaccharide-specific effects on hepatic fat accumulation and gene expression, highlighting the potential of specific non-conventional sugars, such as trehalose and l-arabinose, whereas nigerose and kojibiose had more impact on energy production. These findings demonstrate that sugar exposures at the intestinal level can cause differential post-absorptive effects and further support the importance of sugar-specific effects beyond the distinction between rare- and conventional sugars. Based on these findings, we suggest that (rare) sugars should be treated by health experts as structure-specific nutrients with an individual health impact rather than as one group with predominantly adverse health effects. If also true in vivo, this may strongly affect the current health communication towards the consumer, and the food labeling of ‘sugars’ in the future. Future research could include the aspect of insulin resistance, confirm epigenetic changes on the protein level and explore mechanisms further with knock-out models.

## Figures and Tables

**Figure 1:**
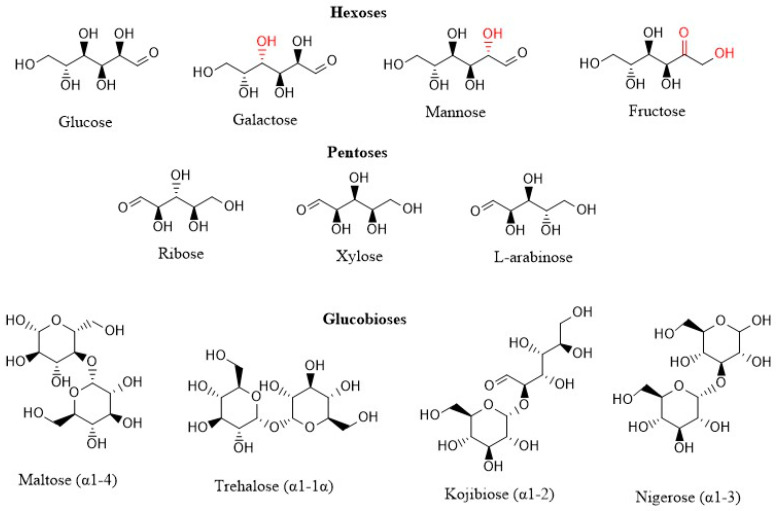
Chemical structure of sugars that were investigated in this study (ChemDraw). Differences in chemical structure compared to glucose are indicated in red (for hexoses). Glucobioses differ in chemical bond indicated behind the name of the molecule.

**Figure 2:**
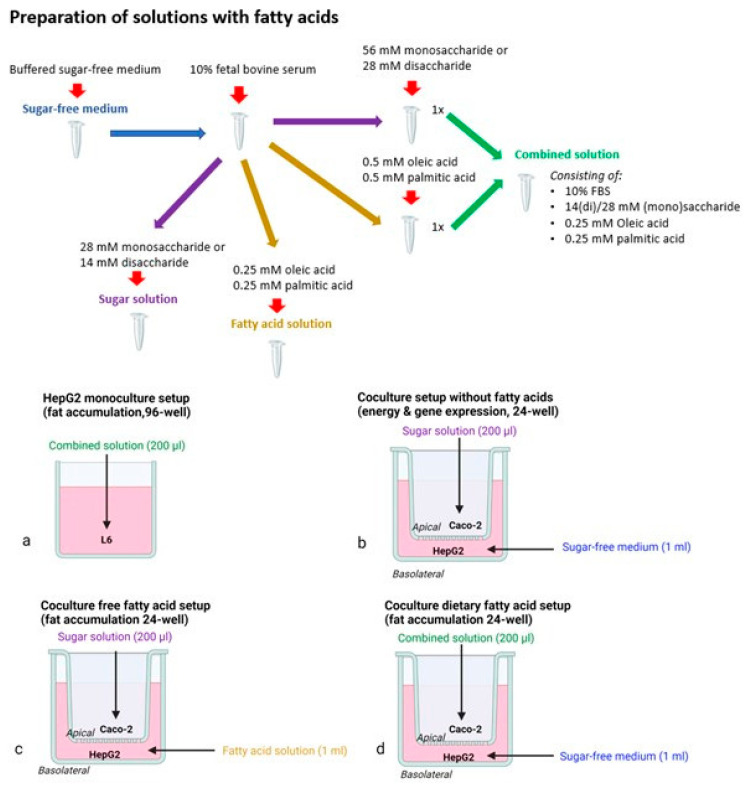
Experimental setups and exposure preparations (Biorender). These setups include a monoculture setup (**a**) and coculture setup: without fatty acids (**b**), free fatty acid setup (**c**) and a dietary fatty acid setup (**d**).

**Figure 3:**
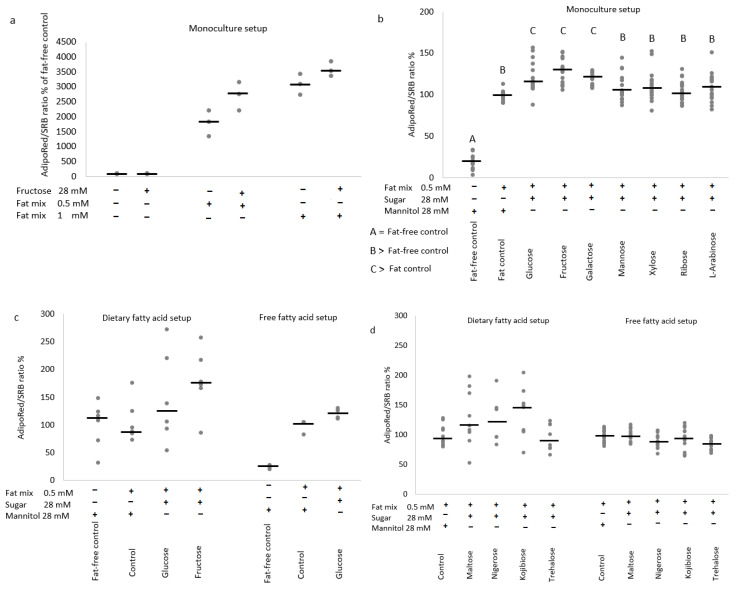
The effect of 24-h sugar exposures on protein-corrected AdipoRed fluorescence in monoculture (**a**,**b**) and coculture setups (**c**,**d**) with HepG2 cells. Protein-corrected AdipoRed fluorescence as measure for intracellular fat accumulation is shown as % relative to the fat-free or fat-containing control. (**a**,**c**) Are proof-of-concept figures demonstrating the effects of a 1:1 palmitic/oleic mixture and enhancing effect of glucose or fructose in the different setups (generated from a single plate experiment with 3 wells per condition for the free fatty acid setup or from 2 independent plates for a total of 6 wells per condition for the dietary fatty acid setup). (**b**,**d)** Demonstrate the effects of different monosaccharides at 28 mM in combination with 0.5 mM palmitic/oleic acid mixture in the monoculture setup (**b**), 18-well replicates spread over 3 experiments with independent plates, or different disaccharides at 14 mM + fatty acids in the dietary fatty acid setup (**d**), 10-well replicates spread over 3 experiments with independent plates and free fatty acid setup (**d**), and 15-well replicates spread over 4 experiments with independent plates. Data are presented as individual responses + median value stripe (**c**,**d**), with different capital letters indicating statistically significant differences between conditions (*p* < 0.05).

**Figure 4:**
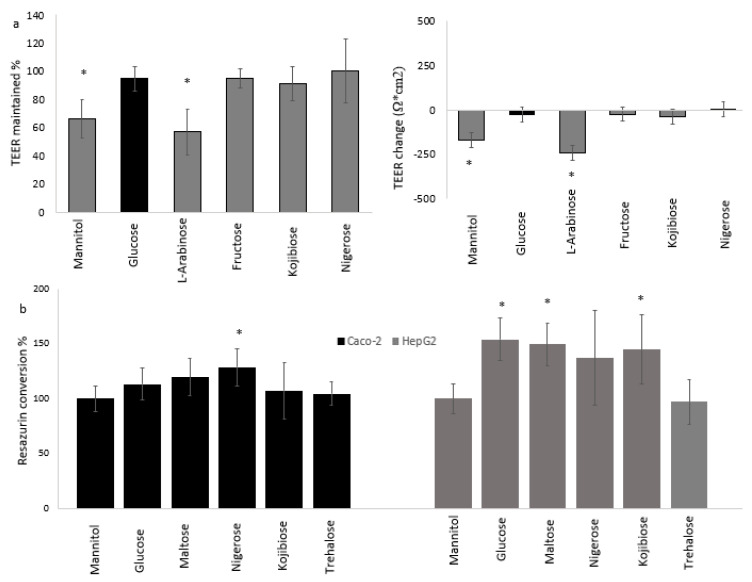
The effect of 24-h sugar exposures in sugar-free medium on TEER and resazurin conversion. (**a**) shows the effect of 55 mM monosaccharides or half the concentration for disaccharides on TEER in (as % maintained or absolute change compared to glucose) in Caco-2 cells. (**b**) shows the effect of 28 mM monosaccharides or half the concentration for disaccharides on resazurin conversion (shown as % relative to the mannitol control). Data were generated from experiments with 3 independent plates, generating a total of 11 (**a**) or 10 (**b**) well-replicates per condition, and are presented as mean ± standard deviation with * indicating a statistically significant (*p* < 0.05) difference compared to glucose.

**Figure 5:**
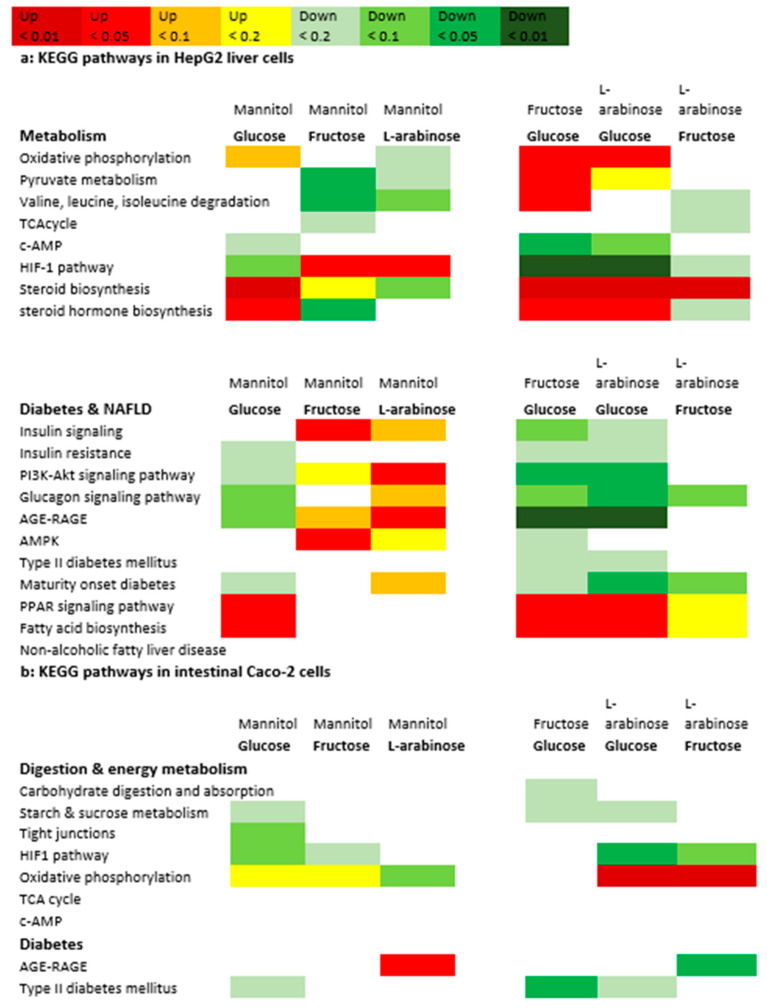
Overview of effects of glucose, fructose and l-arabinose on expression of relevant KEGG pathways in HepG2 (**a**) and Caco-2 cells (**b**).

**Figure 6:**
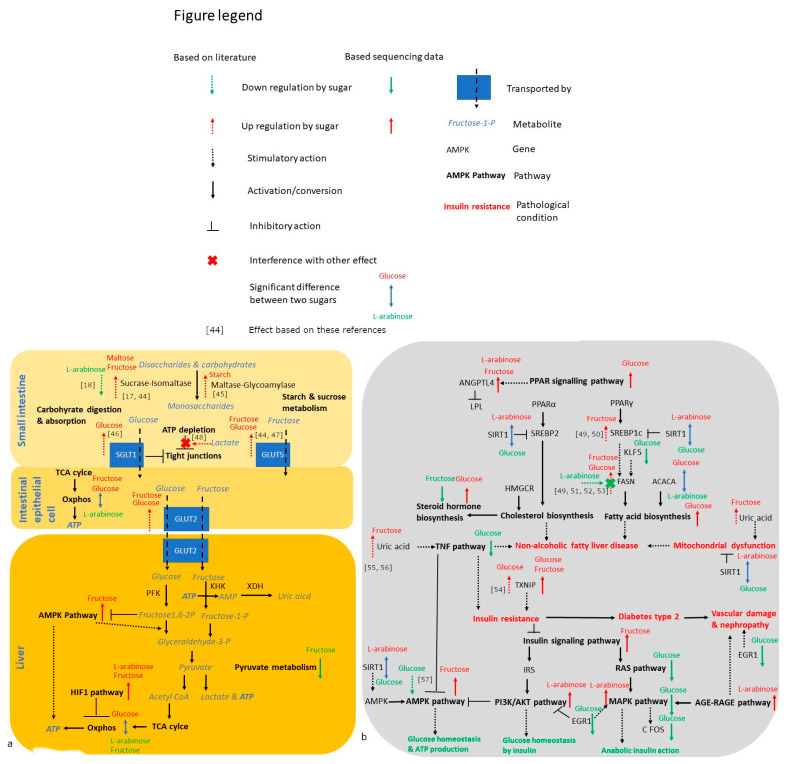
Pathway figure showing how energy metabolism (**a**) and metabolic health (**b**) are affected by 55 mM glucose, fructose and l-arabinose (5 well-replicates spread over 3–5 independent plates per condition). Bold arrows next to a gene or pathway indicate that they are significantly (*p* < 0.05 following corrections for multiple comparison) impacted by 24-h sugar exposure: green (downregulation compared to mannitol), red (upregulation compared to mannitol) or blue (significantly higher for the sugar stated above versus below the arrow) [17,18,44,45,46,47,48,49,50,51,52,53,54,55,56,57].

**Table 1:** Number of genes and KEGG pathways that are altered by the different sugars. Differential genes between exposures.

Differential Genes per Cell Line	Glucose Mannitol	Fructose Mannitol	l-Arabinose Mannitol	Glucose Fructose	Glucose l-Arabinose	Fructose l-Arabinose
HepG2	89	10	33	6	376	10
Caco-2	0	0	1	0	2	0

**Table 2:** Number of genes and KEGG pathways that are altered by the different sugars. Differential pathways between exposures.

Fructose Mannitol	l-Arabinose Mannitol	Glucose Fructose	Glucose l-Arabinose	Fructose l-Arabinose
41	53	113	100	33
8	10	2	17	16

## Data Availability

Gene expression data is available in the Gene Expression Omnibus: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192753 (accessed on 28 January 2021). Other data is included in the article submission to Nutrients. Samples generated from our cell lines are registered in a database: ‘Biobank Vakgroep Levensmiddelentechnology, Voedselveiligheid en Gezondheid’ with accesscode BB190156.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14030611/s1, Figure S1: The effect of 24-h monosaccharide (glucose, fructose, xylose and  l-arabinose) and fatty acid exposure on neutral red incorporation. S1a shows the effects of monosaccharides (0–112 mM) in HepG2 cells, relative (%) to the sugar-free condition. S1b shows the effect of a 1:1 oleic/palmitic acid mixture (0–16 mM) in Caco-2 and HepG2 cells, relative (%) to the solvent control. Data were generated from a single plate experiment with 3 wells per condition, and are presented as mean ± standard deviation with * indicating a statistically significant (*p* < 0.05) difference compared to the sugar-free control. Figure S2: The effect of 24-h coculture on TEER in Caco-2 cells, before applying the exposures. Figure S3a: PCA plot for mannitol and glucose samples. Figure S3b: PCA plot for mannitol and fructose samples. Figure S3c: PCA plot for mannitol and l-arabinose samples. Figure S3d: PCA plot for glucose and l-arabinose samples, as most differential conditions. Table S1. Differently expressed genes (statistically significant and at least 2-fold difference) in HepG2 cells. Numbers indicate fold change up- (red) or downregulation (green). S1a shows the effects of glucose, fructose and l-arabinose versus the mannitol condition. 

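RPS10-NUDT3, a readthrough gene of RPS10 and NUDT3 that may share its reads with both, has the largest decrease with glucose in S1a. Here it was at 0 reads in 4 of the 5 glucose wells and at 1.755 normalized cpm in AugB-2, against 7.05 ± 5.04 with mannitol (SD, n = 5 wells), a log2 fold change of −3.24 (standard error 0.506, limma's adjusted p = 0.00724) that depends on the value added before the logarithm.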

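For S1b, the log2 fold changes found here for glucose against fructose were −1.44 for DDIT4 (limma's adjusted p = 0.0109) and −1.49 for EGR1 (0.0478). Of the 6 genes of S1b, 5 were differential here. Only TXNIP was so with the day as a block, when 1 gene was counted, and DDIT4 had an adjusted p-value of 0.145 (0.000339 to 0.145 over the alternatives). Without fructose AugA-2 the comparison gave 37 genes. The call of EGR1 held in 2 of the 10 fits that left out one well (adjusted p = 0.208 without fructose AugA-3, where DDIT4 had 0.0643), and its adjusted p-value lay between 0.00213 and 0.176 over the alternatives.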

S1b shows the gene expression differences induced by glucose versus fructose. S1c shows the gene expression differences induced by fructose versus l-arabinose. 

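Among the 10 genes of S1c, 8 were differential here between fructose and L-arabinose. The log2 fold change was −1.54 for BHLHE40 (limma's adjusted p = 0.0195), −1.33 for DUSP1 (0.0177) and 1.29 for TXNIP (0.0387). Without L-arabinose AugA-1 the comparison gave 1 gene, and the adjusted p-values of BHLHE40, DUSP1 and TXNIP were 0.0902, 0.0821 and 0.126. Of the 10 fits that left out one well, the call held in 4 for BHLHE40, 8 for DUSP1 and 1 for TXNIP. With all 4 sugars in one fit that of BHLHE40 was 0.250 (6.6e-06 to 0.250 over the alternatives). FOS did not pass (log2 fold change −1.69, adjusted p = 0.0903).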

S1d shows the gene expression differences induced by glucose versus l-arabinose. 

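In S1d, 359 of the 374 names in the copy of the table matched a gene of the deposited HepG2 table, 357 of these were tested for glucose against L-arabinose, and 336 had limma's adjusted p-value under 0.05. FOS changed by −4.22 (adjusted p = 0.000965), BHLHE40 by −3.95 (0.00459) and DDIT4 by −2.48 (1.44e-06) on the log2 scale. With the replicate block BHLHE40 had an adjusted p-value of 0.0889 (1.34e-05 to 0.0889 over the alternatives). A fit with the day as a block gave 292 genes, among them 223 of the 349 counted without it. The 349 genes counted here held 341 distinct series of values, since some copies of a gene carry the same reads.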

Colors surrounding gene names indicate processes in which the genes are involved.

## References

[1] Tanner R.M., Brown T.M., Muntner P. (2012). Epidemiology of obesity, the metabolic syndrome, and chronic kidney disease. Curr. Hypertens. Rep..

[2] World Health Organization (2016). Global Report on Diabetes 2016.

[3] Godoy-Matos A.F., Júnior W.S.S., Valerio C.M. (2020). NAFLD as a continuum: From obesity to metabolic syndrome and diabetes. Diabetol. Metab. Syndr..

[4] Paschos P., Paletas K. (2009). Non alcoholic fatty liver disease and metabolic syndrome. Hippokratia.

[5] Buzzetti E., Pinzani M., Tsochatzis E.A. (2016). The multiple-hit pathogenesis of non-alcoholic fatty liver disease (NAFLD). Metabolism.

[6] World Health Organization (2015). Sugars Intake for Adults and Children.

[7] Jensen T., Abdelmalek M.F., Sullivan S., Nadeau K.J., Green M., Roncal C., Nakagawa T., Kuwabara M., Sato Y., Kang D.-H. (2018). Fructose and sugar: A major mediator of nonalcoholic fatty liver disease. J. Hepatol..

[8] Hossain A., Yamaguchi F., Hirose K., Matsunaga T., Sui L., Hirata Y., Noguchi C., Katagi A., Kamitori K., Dong Y. (2015). Rare sugar d-psicose prevents progression and development of diabetes in T2DM model Otsuka Long-Evans Tokushima Fatty rats. Drug Des. Dev. Ther..

[9] Espinosa I., Fogelfeld L. (2010). Tagatose: From a sweetener to a new diabetic medication?. Expert Opin. Investig. Drugs.

[10] Beerens K., De Winter K., Van de Walle D., Grootaert C., Kamiloglu S., Miclotte L., Van de Wiele T., Van Camp J., Dewettinck K., Desmet T. (2017). Biocatalytic synthesis of the rare sugar kojibiose: Process scale-up and application testing. J. Agric. Food Chem..

[11] Franceus J., Dhaene S., Decadt H., Vandepitte J., Caroen J., Van der Eycken J., Beerens K., Desmet T. (2019). Rational design of an improved transglucosylase for production of the rare sugar nigerose. Chem. Commun..

[12] Franceus J., Desmet T. (2020). Sucrose phosphorylase and related enzymes in glycoside hydrolase family 13: Discovery, application and engineering. Int. J. Mol. Sci..

[13] Verhaeghe T., De Winter K., De Vreese R., D’Hooghe M., Offmann B., Desmet T. (2016). Converting bulk sugars into prebiotics: Semi-rational design of a transglycosylase with controlled selectivity. Chem. Commun..

[14] van Laar A.D.E., Grootaert C., Van Camp J. (2020). Rare mono- and disaccharides as healthy alternative for traditional sugars and sweeteners?. Crit. Rev. Food Sci. Nutr..

[15] Lee B.H., Rose D.R., Lin A.H.M., Quezada-Calvillo R., Nichols B.L., Hamaker B.R. (2016). Contribution of the individual small intestinal α-glucosidases to digestion of unusual α-linked glycemic disaccharides. J. Agric. Food Chem..

[16] Elferink H., Bruekers J.P., Veeneman G.H., Boltje T.J. (2020). A comprehensive overview of substrate specificity of glycoside hydrolases and transporters in the small intestine: “A gut feeling”. Cell. Mol. Life Sci..

[17] Cheng M.W., Chegeni M., Kim K.H., Zhang G., Benmoussa M., Quezada-Calvillo R., Nichols B.L., Hamaker B.R. (2014). Different sucrose-isomaltase response of Caco-2 cells to glucose and maltose suggests dietary maltose sensing. J. Clin. Biochem. Nutr..

[18] Krog-Mikkelsen I., Hens O., Tetens I., Holst J.J., Andersen J.R., Bukhave K. (2011). The effects of L-arabinose on intestinal sucrase activity: Dose-response studies in vitro and in humans. Am. J. Clin. Nutr..

[19] Ferraris R.P., Choe J., Patel C.R. (2018). Intestinal absorption of fructose. Annu. Rev. Nutr..

[20] Hannou S.A., Haslam D.E., McKeown N.M., Herman M.A. (2018). Fructose metabolism and metabolic disease. J. Clin. Investig..

[21] Bechmann L.P., Hannivoort R.A., Gerken G., Hotamisligil G.S., Trauner M., Canbay A. (2012). The interaction of hepatic lipid and glucose metabolism in liver diseases. J. Hepatol..

[22] Sun S.Z., Empie M.W. (2012). Fructose metabolism in humans–what isotopic tracer studies tell us. Nutr. Metab..

[23] Lee H.J., Cha J.Y. (2018). Recent insights into the role of ChREBP in intestinal fructose absorption and metabolism. BMB Rep..

[24] Prager G.N., Ontko J.A. (1976). Direct effects of fructose metabolism on fatty acid oxidation in a recombined rat liver mitochondria-high speed supernatant system. Biochim. Biophys. Acta Lipids Lipid Metab..

[25] Chiu S., Sievenpiper J.L., De Souza R.J., Cozma A.I., Mirrahimi A., Carleton A.J., Ha V., Di Buono M., Jenkins A.L., Leiter L.A. (2014). Effect of fructose on markers of non-alcoholic fatty liver disease (NAFLD): A systematic review and meta-analysis of controlled feeding trials. Eur. J. Clin. Nutr..

[26] Vos M.B., Lavine J.E. (2013). Dietary fructose in nonalcoholic fatty liver disease. Hepatology.

[27] García-Berumen C.I., Ortiz-Avila O., Vargas-Vargas M.A., del Rosario-Tamayo B.A., Guajardo-López C., Saavedra-Molina A., Rodríguez-Orozco A.R., Cortés-Rojo C. (2019). The severity of rat liver injury by fructose and high fat depends on the degree of respiratory dysfunction and oxidative stress induced in mitochondria. Lipids Health Dis..

[28] Ishimoto T., Lanaspa M.A., Rivard C.J., Roncal-Jimenez C.A., Orlicky D.J., Cicerchi C., McMahan R.H., Abdelmalek M.F., Rosen H.R., Jackman M.R. (2013). High-fat and high-sucrose (western) diet induces steatohepatitis that is dependent on fructokinase. Hepatology.

[29] Zhao L., Guo X., Wang O., Zhang H., Wang Y., Zhou F., Liu J., Ji B. (2016). Fructose and glucose combined with free fatty acids induce metabolic disorders in HepG2 cell: A new model to study the impacts of high-fructose/sucrose and high-fat diets in vitro. Mol. Nutr. Food Res..

[30] García-Ruiz I., Solís-Muñoz P., Fernández-Moreira D., Muñoz-Yagüe T., Solís-Herruzo J.A. (2015). In vitro treatment of HepG2 cells with saturated fatty acids reproduces mitochondrial dysfunction found in nonalcoholic steatohepatitis. Dis. Model. Mech..

[31] Meunier V., Bourrie M., Berger Y., Fabre G. (1995). The human intestinal epithelial cell line Caco-2; pharmacological and pharmacokinetic applications. Cell Biol. Toxicol..

[32] Scheers N.M., Almgren A.B., Sandberg A.S. (2014). Proposing a Caco-2/HepG2 cell model for in vitro iron absorption studies. J. Nutr. Biochem..

[33] Ekbatan S., Iskandar M.M., Sleno L., Sabally K., Khairallah J., Prakash S., Kubow S. (2018). Absorption and metabolism of phenolics from digests of polyphenol-rich potato extracts using the Caco-2/HepG2 co-culture system. Foods.

[34] Sigma-Aldrich Rat Tail Collagen Protocol. https://www.sigmaaldrich.com/BE/en/technical-documents/technical-article/cell-culture-and-cell-culture-analysis/mammalian-cell-culture/collagen-product-protocols.

[35] Srinivasan B., Kolli A.R., Esch M.B., Abaci H.E., Shuler M.L., Hickman J.J. (2015). TEER measurement techniques for in vitro barrier model systems. J. Lab. Autom..

[36] Gao Y., Li S., Wang J., Luo C., Zhao S., Zheng N. (2018). Modulation of intestinal epithelial permeability in differentiated Caco-2 cells exposed to aflatoxin M1 and ochratoxin A individually or collectively. Toxins.

[37] Zhang H., Du G., Zhang J. (2004). Assay of mitochondrial functions by resazurin in vitro. Acta Pharmacol. Sin..

[38] Repetto G., del Peso A., Zurita J.L. (2008). Neutral red uptake assay for the estimation of cell viability/cytotoxicity. Nat. Protoc..

[39] Orellana E.A., Kasinski A.L. (2016). Sulphorhodamine B (SRB) assay in cell culture to investigate cell proliferation. Bio-Protocol.

[40] Robinson M.D., McCarthy D.J., Smyth G.K. (2009). EdgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[41] Luo W., Friedman M.S., Shedden K., Hankenson K.D., Woolf P.J. (2009). GAGE: Generally applicable gene set enrichment for pathway analysis. BMC Bioinform..

[42] Sobrecases H., Lê K.A., Bortolotti M., Schneiter P., Ith M., Kreis R., Boesch C., Tappy L. (2010). Effects of short-term overfeeding with fructose, fat and fructose plus fat on plasma and hepatic lipids in healthy men. Diabetes Metab..

[43] Ricchi M., Odoardi M.R., Carulli L., Anzivino C., Ballestri S., Pinetti A., Fantoni L.I., Marra F., Bertolotti M., Banni S. (2009). Differential effect of oleic and palmitic acid on lipid accumulation and apoptosis in cultured hepatocytes. J. Gastroenterol. Hepatol..

[44] Kishi K., Tanaka T., Igawa M., Takase S., Goda T. (1999). Sucrase-isomaltase and hexose transporter gene expressions are coordinately enhanced by dietary fructose in rat jejunum. J. Nutr..

[45] Mochizuki K., Honma K., Shimada M., Goda T. (2010). The regulation of jejunal induction of the maltase–glucoamylase gene by a high-starch/low-fat diet in mice. Mol. Nutr. Food Res..

[46] Song P., Onishi A., Koepsell H., Vallon V. (2016). Sodium glucose cotransporter SGLT1 as a therapeutic target in diabetes mellitus. Expert Opin. Ther. Targets.

[47] Matosin-Matekalo M., Mesonero J.E., Laroche T.J., Lacasa M., Brot-Laroche E. (1999). Glucose and thyroid hormone co-regulate the expression of the intestinal fructose transporter GLUT5. Biochem. J..

[48] Cannon J.R., Harvison P.J., Rush G.F. (1991). The effects of fructose on adenosine triphosphate depletion following mitochondrial dysfunction and lethal cell injury in isolated rat hepatocytes. Toxicol. Appl. Pharmacol..

[49] Park D.Y., Ahn Y.T., Huh C.S., McGregor R.A., Choi M.S. (2013). Dual probiotic strains suppress high fructose-induced metabolic syndrome. World J. Gastroenterol..

[50] Koo H.Y., Miyashita M., Cho B.S., Nakamura M.T. (2009). Replacing dietary glucose with fructose increases ChREBP activity and SREBP-1 protein in rat liver nucleus. Biochem. Biophys. Res. Commun..

[51] Sul H.S., Latasa M.J., Moon Y., Kim K.H. (2000). Regulation of the fatty acid synthase promoter by insulin. J. Nutr..

[52] Griffin M.J., Sul H.S. (2004). Insulin regulation of fatty acid synthase gene transcription: Roles of USF and SREBP-1c. IUBMB Life.

[53] Osaki S., Kimura T., Sugimoto T., Hizukuri S., Iritani N. (2001). L-arabinose feeding prevents increases due to dietary sucrose in lipogenic enzymes and triacylglycerol levels in rats. J. Nutr..

[54] Cha-Molstad H., Saxena G., Chen J., Shalev A. (2009). Glucose-stimulated expression of Txnip is mediated by carbohydrate response element-binding protein, p300, and histone H4 acetylation in pancreatic beta cells. J. Biol. Chem..

[55] Nakagawa T., Hu H., Zharikov S., Tuttle K.R., Short R.A., Glushakova O., Ouyang X., Feig D., Block E.R., Johnson R.J. (2006). A causal role for uric acid in fructose-induced metabolic syndrome. Am. J. Physiol.-Ren. Physiol..

[56] Lanaspa M.A., Sanchez-Lozada L.G., Cicerchi C., Li N., Roncal-Jimenez C.A., Ishimoto T., Le M., Garcia G.E., Thomas J.B., Rivard C.J. (2012). Uric acid stimulates fructokinase and accelerates fructose metabolism in the development of fatty liver. PLoS ONE.

[57] Chang C., Su H., Zhang D., Wang Y., Shen Q., Liu B., Huang R., Zhou T., Peng C., Wong C.C. (2015). AMPK-dependent phosphorylation of GAPDH triggers Sirt1 activation and is necessary for autophagy upon glucose starvation. Mol. Cell.

[58] van Can J.G., van Loon L.J., Brouns F., Blaak E.E. (2012). Reduced glycaemic and insulinaemic responses following trehalose and isomaltulose ingestion: Implications for postprandial substrate use in impaired glucose-tolerant subjects. Br. J. Nutr..

[59] Ogawa N., Satsu H., Watanabe H., Fukaya M., Tsukamoto Y., Miyamoto Y., Shimizu M. (2000). Acetic acid suppresses the increase in disaccharidase activity that occurs during culture of caco-2 cells. J. Nutr..

[60] Murray I.A., Coupland K., Smith J.A., Ansell I.D., Long R.G. (2000). Intestinal trehalase activity in a UK population: Establishing a normal range and the effect of disease. Br. J. Nutr..

[61] Hao L., Lu X., Sun M., Li K., Shen L., Wu T. (2015). Protective effects of L-arabinose in high-carbohydrate, high-fat diet-induced metabolic syndrome in rats. Food Nutr. Res..

[62] JanssenDuijghuijsen L.M., Grefte S., de Boer V.C.J., Zeper L., van Dartel D.A.M., Van Der Stelt I., Bekkenkamp-Grovenstein M., Van Norren K., Wichers H., Keijer J. (2017). Mitochondrial ATP depletion disrupts Caco-2 monolayer integrity and internalizes claudin 7. Front. Physiol..

[63] Zhu X., Yan H., Xia M., Chang X., Xu X., Wang L., Sun X., Lu Y., Bian H., Li X. (2018). Metformin attenuates triglyceride accumulation in HepG2 cells through decreasing stearyl-coenzyme A desaturase 1 expression. Lipids Health Dis..

[64] Sookian S., Pirola C.J. (2017). Genetic predisposition in nonalcoholic fatty liver disease. Clin. Mol. Hepatol..

[65] Svensson R.U., Parker S.J., Eichner L.J., Kolar M.J., Wallace M., Brun S.N., Lombardo P.S., Van Nostrand J.L., Hutchins A., Vera L. (2016). Inhibition of acetyl-CoA carboxylase suppresses fatty acid synthesis and tumor growth of non-small-cell lung cancer in preclinical models. Nat. Med..

[66] Softic S., Meyer J.G., Wang G., Gupta M.K., Batista T.M., Lauritzen H.P., Fujisaka S., Serra D., Herrero L., Willoughby J. (2019). Dietary sugars alter hepatic fatty acid oxidation via transcriptional and post-translational modification of mitochondrial proteins. Cell Metab..

[67] Mayes P.A. (1993). Intermediary metabolism of fructose. Am. J. Clin. Nutr..

[68] Yang Y., Zhou Y., Cheng S., Sun J.L., Yao H., Ma L. (2016). Effect of uric acid on mitochondrial function and oxidative stress in hepatocytes. Genet. Mol. Res..

[69] Choi Y., Shin H., Choi H.S., Park J., Jo I., Oh E.-S., Lee K.-Y., Lee B.-H., Johnson R.J., Kang D.-H. (2014). Uric acid induces fat accumulation via generation of endoplasmic reticulum stress and SREBP-1c activation in hepatocytes. Lab. Investig..

[70] Hirahatake K.M., Meissen J.K., Fiehn O., Adams S.H. (2011). Comparative effects of fructose and glucose on lipogenic gene expression and intermediary metabolism in HepG2 liver cells. PLoS ONE.

[71] Tillil H., Köbberling J. (1987). Age-corrected empirical genetic risk estimates for first-degree relatives of IDDM patients. Diabetes.

[72] Ali O. (2013). Genetics of type 2 diabetes. World J. Diabetes.

[73] Ahn B., Wan S., Jaiswal N., Vega R.B., Ayer D.E., Titchenell P.M., Han X., Won K.J., Kelly D.P. (2019). MondoA drives muscle lipid accumulation and insulin resistance. JCI Insight.

[74] Chai T.F., Hong S.Y., He H., Zheng L., Hagen T., Luo Y., Yu F.-X. (2012). A potential mechanism of metformin-mediated regulation of glucose homeostasis: Inhibition of Thioredoxin-interacting protein (Txnip) gene expression. Cell. Signal..

[75] Karthikkeyan G., Nareshkumar R.N., Aberami S., Sulochana K.N., Vedantham S., Coral K. (2018). Hyperglycemia induced early growth response-1 regulates vascular dysfunction in human retinal endothelial cells. Microvasc. Res..

[76] Magee N., Zhang Y. (2017). Role of early growth response 1 in liver metabolism and liver cancer. Hepatoma Res..

[77] Drummond J.B., Barbosa I.G., Dantzer R., Teixeira A.L. (2018). The effect of insulin-induced hypoglycemia on inflammatory markers: A systematic review. Brain Behav. Immun..

[78] Kay A.M., Simpson C.L., Stewart J.A. (2016). The role of AGE/RAGE signaling in diabetes-mediated vascular calcification. J. Diabetes Res..

[79] Peppa M., Uribarri J., Vlassara H. (2003). Glucose, advanced glycation end products, and diabetes complications: What is new and what works. Clin. Diabetes.

[80] Takagi T., Kashiwagi A., Tanaka Y., Asahina T., Kikkawa R., Shigeta Y. (1995). Significance of fructose-induced protein oxidation and formation of advanced glycation end product. J. Diabetes Complicat..

[81] Coughlan K.A., Valentine R.J., Ruderman N.B., Saha A.K. (2014). AMPK activation: A therapeutic target for type 2 diabetes?. Diabetes Metab. Syndr. Obes..

[82] Xiang H., Lin L., Hu X., Zhu H., Li H., Zhang R.-Y., Hu L., Liu W.-T., Zhao Y.-L., Shu Y. (2019). AMPK activation attenuates inflammatory pain through inhibiting NF-κB activation and IL-1β expression. J. Neuroinflamm..

[83] Zhao L., Wang Y., Zhang G., Zhang T., Lou J., Liu J. (2019). L-arabinose elicits gut-derived hydrogen peroxide and ameliorates metabolic syndrome in C57BL/6J mice on high-fat-diet. Nutrients.

[84] Ye X., Li M., Hou T., Gao T., Zhu W.G., Yang Y. (2017). Sirtuins in glucose and lipid metabolism. Oncotarget.

[85] Hodoniczky J., Morris C.A., Rae A.L. (2012). Oral and intestinal digestion of oligosaccharides as potential sweeteners: A systematic evaluation. Food Chem..

[86] Cox J., Mann M. (2007). Is proteomics the new genomics?. Cell.

[87] Sharabi K., Tavares C.D.J., Rines A.K., Puigserver P. (2015). Molecular pathophysiology of hepatic glucose production. Mol. Aspects Med..

[88] Kellett G.L., Helliwell P.A. (2000). The diffusive component of intestinal glucose absorption is mediated by glucose-induced recruitment of GLUT2 to the brush-border membrane. Biochem. J..

# Supplementary material for: Metabolism and Health Effects of Rare Sugars in a CACO-2/HepG2 Coculture Model
**Source:** Nutrients. 2022 Jan 30;14(3):611. doi: 10.3390/nu14030611
**Supplement:** Supplementary file 1

Mitochondrial & DNA damage

Inflammation

Diabetes, glucose homeostasis and insulin resistance

Diabetes pathology

Lipid metabolism

Table S1a

| Genes           | Glucose | Fructose | L-arabinose |
|-----------------|---------|----------|-------------|
| TXNIP           | 16.8    | 2.71     |             |
| WFDC2           | 7.06    |          |             |
| ARRDC4          | 5.50    |          |             |
| AADACP1         | 3.86    |          |             |
| TNNI3           | 3.43    |          |             |
| SLC28A1         | 3.43    |          |             |
| ZNF441          | 3.41    |          |             |
| DOK1            | 2.87    |          |             |
| UGT2B10         | 2.83    |          |             |
| MAGEH1          | 2.83    |          |             |
| TMEM229B        | 2.83    |          |             |
| EXOC3L4         | 2.77    |          |             |
| CRYM            | 2.75    |          |             |
| AP001059.1      | 2.69    |          |             |
| OSBP2           | 2.62    |          |             |
| ZNF100          | 2.51    |          |             |
| FZD4            | 2.41    |          |             |
| TNNT1           | 2.38    |          |             |
| TFF3            | 2.36    |          |             |
| COL2A1          | 2.22    |          |             |
| GPCPD1          | 2.17    |          |             |
| TRIM59          | 2.17    |          |             |
| KBTBD7          | 2.16    |          |             |
| SLC25A47        | 2.16    |          |             |
| ENSG00000273361 | 2.14    |          |             |
| AGPAT2          | 2.14    |          |             |
| MEGF8           | 2.04    |          |             |
| BRI3BP          | 2.04    |          |             |
| FBXL16          | 2.03    |          |             |
| AC132872.1      | 2.01    |          |             |
| CDKN2C          | 2       |          |             |
| RPS10-NUDT3     | 18.5    |          |             |
| FOS             | 9.32    |          |             |
| WNT7B           | 6.63    |          |             |
| SOX7            | 5.31    |          |             |

|            |      |  |      |
|------------|------|--|------|
| BHLHE40    | 4.89 |  | 2.33 |
| ACTA1      | 4.82 |  |      |
| PLCXD3     | 4.69 |  |      |
| SCHIP1     | 4.66 |  |      |
| NGFR       | 4.56 |  |      |
| DUSP5      | 4.50 |  | 2.14 |
| GNAI1      | 4.29 |  |      |
| EGR1       | 3.73 |  |      |
| JDP2       | 3.66 |  |      |
| NUAK1      | 3.51 |  |      |
| AC026202.2 | 3.51 |  |      |
| IL11       | 3.39 |  |      |
| GPRC5A     | 3.34 |  |      |
| HSPA1B     | 3.10 |  |      |
| AKR1B10    | 2.97 |  |      |
| CCN1       | 2.91 |  |      |
| FAM110C    | 2.91 |  | 2.57 |
| MISP       | 2.69 |  |      |
| ANXA3      | 2.66 |  |      |
| ITPRIP     | 2.62 |  |      |
| DNAJB4     | 2.62 |  |      |
| LYVE1      | 2.60 |  |      |
| METRNL     | 2.55 |  |      |
| NUPR1      | 2.55 |  |      |
| PALLD      | 2.53 |  |      |
| KLF5       | 2.50 |  |      |
| UBASH3B    | 2.46 |  |      |
| HERPUD1    | 2.41 |  |      |
| DUSP1      | 2.39 |  |      |
| FGD6       | 2.39 |  |      |
| DDIT4      | 2.38 |  | 2.31 |
| MAFF       | 2.38 |  |      |
| EPHA2      | 2.36 |  |      |
| ADM        | 2.35 |  | 2.66 |
| CITED2     | 2.35 |  | 2.04 |
| PPP1R15A   | 2.28 |  |      |
| GRB10      | 2.25 |  |      |
| SPRY4      | 2.25 |  |      |
| DNAJB1     | 2.25 |  |      |
| ATG14      | 2.23 |  |      |
| DNAJB9     | 2.19 |  |      |
| IER3       | 2.17 |  |      |
| MXD1       | 2.17 |  |      |
| FBLIM1     | 2.14 |  |      |
| TANC1      | 2.13 |  |      |

|                 |      |      |      |
|-----------------|------|------|------|
| STK26           | 2.08 |      |      |
| CDR2L           | 2.08 |      |      |
| C9orf152        | 2.08 |      |      |
| ARHGEF2         | 2.07 |      |      |
| SOCS5           | 2.07 |      |      |
| GDF15           | 2.04 |      |      |
| SLC4A11         | 2.03 |      |      |
| KDM7A           | 2.03 |      |      |
| RASD1           | 2    |      |      |
| ANGPTL4         |      | 2.77 | 3.41 |
| TCIRG1          |      | 2.62 |      |
| RTN4R           |      | 2.30 |      |
| AL391416.1      |      | 4.63 |      |
| GAPDHP35        |      | 4.06 | 3.41 |
| ASNS            |      | 2.85 |      |
| SLC7A11         |      | 2.48 |      |
| ADM2            |      | 2.35 |      |
| SLC6A9          |      | 2.14 |      |
| SIK1B           |      |      | 2.93 |
| ERRFI1          |      |      | 2.62 |
| ZNF628          |      |      | 2.60 |
| HAMP            |      |      | 2.57 |
| HILPDA          |      |      | 2.36 |
| ENSG00000125968 |      |      | 2.28 |
| TNS4            |      |      | 2.25 |
| INHBB           |      |      | 2.22 |
| PFKFB3          |      |      | 2.17 |
| RN7SL1          |      |      | 2.16 |
| KCNG3           |      |      | 2.14 |
| RPS15P4         |      |      | 2.08 |
| A4GALT          |      |      | 2.08 |
| KLF10           |      |      | 2.08 |
| ARRDC3          |      |      | 2.08 |
| ANKRD37         |      |      | 2.08 |
| ELF3            |      |      | 2.06 |
| LIN54           |      |      | 2.01 |
| RIT1            |      |      | 2.01 |
| FAM86EP         |      |      | 3.34 |
| SRGAP3          |      |      | 3.07 |
| NEXN            |      |      | 2.69 |
| BISPR           |      |      | 2.43 |
| AL035461.2      |      |      | 2.31 |
| AC022075.1      |      |      | 2.28 |

S1b

| Genes  | Glucose<br>vs<br>Fructose | Glucose<br>vs<br>Mannitol | Fructose<br>vs<br>Mannitol |
|--------|---------------------------|---------------------------|----------------------------|
| TXNIP  | 6.19                      | 16.8                      | 2.71                       |
| WNT7B  | 5.31                      | 6.63                      |                            |
| EGR1   | 2.97                      | 3.73                      |                            |
| DDIT4  | 2.69                      | 2.38                      |                            |
| FOSL2  | 2.32                      |                           |                            |
| FBLIM1 | 2.11                      | 2.14                      |                            |

S1c

| Genes    | Fructose<br>vs<br>L-Arabinose | Fructose<br>vs<br>Mannitol | L-arabinose<br>vs<br>Mannitol |
|----------|-------------------------------|----------------------------|-------------------------------|
| NBPF8    | 4.66                          |                            |                               |
| FOS      | 3.01                          |                            |                               |
| BHLHE40  | 2.77                          |                            | 2.33                          |
| DUSP1    | 2.48                          |                            |                               |
| ERRFI1   | 2.23                          |                            | 2.62                          |
| PPP1R15A | 2.22                          |                            |                               |
| RASD1    | 2.10                          |                            |                               |
| DDIT4    | 2.03                          |                            | 2.31                          |
| RSRC2    | 2.01                          |                            |                               |
| TIPARP   | 2                             |                            |                               |

S1d

| Genes          | Glucose<br>vs<br>L-arabinose | Glucose<br>vs<br>Mannitol | L-arabinose<br>vs<br>Mannitol |
|----------------|------------------------------|---------------------------|-------------------------------|
| RPS10-NUDT3    | 25.8                         | 18.5                      |                               |
| FOS            | 16.7                         | 9.32                      |                               |
| TXNIP          | 14.7                         | 16.8                      |                               |
| EGR4           | 11.8                         |                           |                               |
| BHLHE40        | 11.4                         | 4.89                      | 2.33                          |
| DUSP5          | 9.71                         | 4.50                      | 2.14                          |
| RN7SK          | 9.71                         |                           |                               |
| ACTA1          | 8.75                         | 4.82                      |                               |
| RPL17-C18orf32 | 8.28                         |                           |                               |
| FAM110C        | 7.36                         | 2.91                      | 2.57                          |
| DLX3           | 7.36                         |                           |                               |
| AHHR           | 7.06                         |                           |                               |
| PFKFB3         | 7.01                         |                           | 2.17                          |
| SIK1B          | 6.96                         |                           | 2.93                          |

|                 |      |      |      |
|-----------------|------|------|------|
| AC013394.1      | 6.45 |      |      |
| SOX7            | 6.32 | 5.31 |      |
| ADM             | 6.28 | 2.35 | 2.66 |
| SLC01B3         | 5.94 |      |      |
| UGT2B11         | 5.74 |      |      |
| DDIT4           | 5.58 | 2.38 | 2.31 |
| RPS26P19        | 5.58 |      |      |
| EGR1            | 5.39 | 3.73 |      |
| GNAI1           | 5.28 | 4.29 |      |
| ENSG00000260788 | 5.21 |      |      |
| ENSG00000224945 | 5.17 |      |      |
| BANCR           | 5.10 |      |      |
| SLC28A1         | 5.03 | 3.43 |      |
| ENSG00000263244 | 4.96 |      |      |
| CITED2          | 4.82 | 2.35 | 2.04 |
| AL360012.1      | 4.79 |      |      |
| SCHIP1          | 4.66 | 4.66 |      |
| CCN1            | 4.59 | 2.91 |      |
| PPP1R15A        | 4.50 | 2.28 |      |
| DUSP1           | 4.50 | 2.39 |      |
| CYP1A1          | 4.47 |      |      |
| NGFR            | 4.35 | 4.56 |      |
| KLF5            | 4.32 | 2.50 |      |
| SOCS3           | 4.32 |      |      |
| GPRC5A          | 4.29 | 3.34 |      |
| ACSBG1          | 4.23 |      |      |
| ENSG00000251867 | 4.14 |      |      |
| DUSP4           | 4.06 |      |      |
| LRRC25          | 4    |      |      |
| DUXAP9          | 3.94 |      |      |
| PSME2P2         | 3.92 |      |      |
| ZFP36           | 3.89 |      |      |
| FRY-AS1         | 3.86 |      |      |
| TNS4            | 3.86 |      | 2.25 |
| NOCT            | 3.86 |      |      |
| ATOH8           | 3.84 |      |      |
| FOSL2           | 3.76 |      |      |
| ANXA3           | 3.76 | 2.66 |      |
| ANKRD37         | 3.76 |      | 2.08 |
| F2RL1           | 3.73 |      |      |
| ACSM2A          | 3.73 |      |      |
| TPM3P9          | 3.71 |      |      |
| ELF3            | 3.71 |      | 2.06 |
| MAFF            | 3.71 | 2.38 |      |
| ALDH3A1         | 3.63 |      |      |

|                 |      |      |      |
|-----------------|------|------|------|
| CXCR4           | 3.61 |      |      |
| SLC16A6         | 3.58 |      |      |
| RNU1-28P        | 3.58 |      |      |
| RNU1-27P        | 3.58 |      |      |
| RNU1-1          | 3.58 |      |      |
| RNVU1-18        | 3.58 |      |      |
| RNU1-2          | 3.58 |      |      |
| RNU1-4          | 3.58 |      |      |
| RNU1-3          | 3.58 |      |      |
| RNVU1-29        | 3.58 |      |      |
| AC213203.2      | 3.58 |      |      |
| CRTC2           | 3.58 |      |      |
| RIT1            | 3.56 |      | 2.01 |
| ERRFI1          | 3.51 |      | 2.62 |
| HMGCS2          | 3.46 |      |      |
| TMEM92          | 3.43 |      |      |
| ITGA3           | 3.43 |      |      |
| FOXD1           | 3.39 |      |      |
| PRSS36          | 3.39 |      |      |
| KLF11           | 3.36 |      |      |
| UBASH3B         | 3.36 | 2.46 |      |
| EREG            | 3.34 |      |      |
| KCNG3           | 3.34 |      | 2.14 |
| MISP            | 3.34 | 2.69 |      |
| NAMPTP1         | 3.32 |      |      |
| PTPRS           | 3.32 |      |      |
| NUAK1           | 3.29 | 3.51 |      |
| HK2             | 3.27 |      |      |
| KDM7A           | 3.25 | 2.03 |      |
| HAMP            | 3.23 |      | 2.57 |
| PALLD           | 3.23 | 2.53 |      |
| VMAC            | 3.23 |      |      |
| CYP4F2          | 3.23 |      |      |
| AL035461.2      | 3.20 |      | 2.31 |
| MAGEH1          | 3.20 | 2.83 |      |
| CTC-429P9.3     | 3.20 |      |      |
| SGMS1-AS1       | 3.20 |      |      |
| GLP2R           | 3.18 |      |      |
| EPHA2           | 3.18 | 2.36 |      |
| KDM3A           | 3.16 |      |      |
| GPAM            | 3.16 |      |      |
| ENSG00000272153 | 3.16 |      |      |
| OSBP2           | 3.16 | 2.62 |      |
| SRGAP3          | 3.14 |      | 3.07 |
| PLCXD3          | 3.14 | 4.69 |      |

|              |      |      |      |
|--------------|------|------|------|
| SYBU         | 3.12 |      |      |
| AC004908.2   | 3.10 |      |      |
| ZF530        | 3.05 |      |      |
| HMGCS1       | 3.05 |      |      |
| AC026202.2   | 3.03 | 3.51 |      |
| DLX2         | 3.03 |      |      |
| COL2A1       | 2.99 | 2.22 |      |
| LINC01521    | 2.97 |      |      |
| RSRC2        | 2.97 |      |      |
| FAM47E-STBD1 | 2.97 |      |      |
| BAIAP2       | 2.95 |      |      |
| UGT2B10      | 2.95 | 2.83 |      |
| ZNF628       | 2.95 |      | 2.60 |
| RASD1        | 2.93 | 2    |      |
| TMEM151A     | 2.93 |      |      |
| MRVI1        | 2.91 |      |      |
| SNX22        | 2.89 |      |      |
| SEC14L5      | 2.87 |      |      |
| JUN          | 2.87 |      |      |
| LONRF3       | 2.87 |      |      |
| EID2B        | 2.83 |      |      |
| METRNL       | 2.83 | 2.55 |      |
| STK17A       | 2.83 |      |      |
| NR4A1        | 2.83 |      |      |
| DLX6-AS1     | 2.81 |      |      |
| CRYM         | 2.81 | 2.75 |      |
| ARL4C        | 2.81 |      |      |
| FAM160A1     | 2.81 |      |      |
| HECW2-AS1    | 2.81 |      |      |
| DOK1         | 2.79 | 2.87 |      |
| GRB10        | 2.79 | 2.25 |      |
| RAB20        | 2.79 |      |      |
| SLC2A3       | 2.79 |      |      |
| FRMD5        | 2.79 |      |      |
| JDP2         | 2.79 | 3.66 |      |
| ZNF649       | 2.77 |      |      |
| FGD6         | 2.73 | 2.39 |      |
| STBD1        | 2.73 |      |      |
| ASH1L-AS1    | 2.71 |      |      |
| TANC1        | 2.7  | 2.13 |      |
| AC012065.3   | 2.69 |      |      |
| SLC25A47     | 2.69 | 2.16 |      |
| TMEM147-AS1  | 2.69 |      |      |
| CSRNP1       | 2.69 |      |      |
| LNP1         | 2.68 |      |      |

|            |      |      |  |
|------------|------|------|--|
| LINC01023  | 2.68 |      |  |
| IL11       | 2.68 | 3.39 |  |
| GIHCG      | 2.66 |      |  |
| FERMT2     | 2.66 |      |  |
| TMCC1      | 2.66 |      |  |
| DIPK2A     | 2.64 |      |  |
| ADAM19     | 2.64 |      |  |
| FAM111B    | 2.62 |      |  |
| JUNB       | 2.62 |      |  |
| MXD1       | 2.62 | 2.17 |  |
| MYOF       | 2.62 |      |  |
| AL732292.2 | 2.60 |      |  |
| FBLIM1     | 2.60 | 2.14 |  |
| ELOVL6     | 2.58 |      |  |
| LYNX1      | 2.58 |      |  |
| AL139246.5 | 2.58 |      |  |
| FAM21FP    | 2.58 |      |  |
| AL592148.3 | 2.58 |      |  |
| ANKRD1     | 2.58 |      |  |
| AKR1B10    | 2.58 | 2.97 |  |
| DNAJB4     | 2.58 | 2.62 |  |
| SRSF5      | 2.57 |      |  |
| RFLNB      | 2.57 |      |  |
| AP000525.1 | 2.57 |      |  |
| IDI1       | 2.57 |      |  |
| NEDD9      | 2.57 |      |  |
| TENT4A     | 2.57 |      |  |
| TPSG1      | 2.57 |      |  |
| TAGLN      | 2.57 |      |  |
| SERTAD1    | 2.57 |      |  |
| ZNF37BP    | 2.55 |      |  |
| ZNF684     | 2.55 |      |  |
| CBX7       | 2.55 |      |  |
| INTS13     | 2.55 |      |  |
| CEBPD      | 2.55 |      |  |
| LOXL2      | 2.55 |      |  |
| AGR2       | 2.55 |      |  |
| FOXPS4-AS1 | 2.53 |      |  |
| ZNF441     | 2.53 | 3.41 |  |
| RPL5P11    | 2.53 |      |  |
| GDF15      | 2.53 | 2.04 |  |
| DGCR8      | 2.51 |      |  |
| SNAPC3     | 2.51 |      |  |
| SHLD2P1    | 2.50 |      |  |
| SOC5       | 2.50 | 2.07 |  |

|                 |      |      |      |
|-----------------|------|------|------|
| WWTR1           | 2.50 |      |      |
| DNAJB1          | 2.50 | 2.25 |      |
| AC018647.2      | 2.48 |      |      |
| IPMK            | 2.48 |      |      |
| FHL2            | 2.48 |      |      |
| AL161772.1      | 2.46 |      |      |
| LYSMD4          | 2.46 |      |      |
| MORN4           | 2.46 |      |      |
| BISPR           | 2.45 |      | 2.43 |
| PLEKHA2         | 2.45 |      |      |
| MEGF8           | 2.41 | 2.04 |      |
| LINC00957       | 2.41 |      |      |
| AC068888.1      | 2.41 |      |      |
| SAMD4A          | 2.41 |      |      |
| SAP30           | 2.41 |      |      |
| RLF             | 2.39 |      |      |
| DUSP8           | 2.39 |      |      |
| CD19            | 2.38 |      |      |
| PYCR3           | 2.38 |      |      |
| GRB7            | 2.38 |      |      |
| YEATS2          | 2.38 |      |      |
| RORA            | 2.38 |      |      |
| SV2A            | 2.36 |      |      |
| NAB2            | 2.36 |      |      |
| IL17RE          | 2.35 |      |      |
| GS1-358P8.4     | 2.35 |      |      |
| AC004812.2      | 2.35 |      |      |
| CHIC2           | 2.35 |      |      |
| WEE1            | 2.35 |      |      |
| LYPD3           | 2.33 |      |      |
| LINC01560       | 2.33 |      |      |
| RDH12           | 2.33 |      |      |
| EFNA3           | 2.33 |      |      |
| SPRY4           | 2.33 | 2.25 |      |
| AP001059.1      | 2.31 | 2.69 |      |
| LINC00997       | 2.31 |      |      |
| AC010442.1      | 2.31 |      |      |
| ACTG1           | 2.31 |      |      |
| SOS1            | 2.31 |      |      |
| ENSG00000160180 | 2.30 |      |      |
| AL356488.3      | 2.30 |      |      |
| PAWR            | 2.30 |      |      |
| NBEAL2          | 2.28 |      |      |
| FAM111A         | 2.28 |      |      |
| FOXA3           | 2.28 |      |      |

|               |      |      |      |
|---------------|------|------|------|
| MYL9          | 2.28 |      |      |
| CRABP2        | 2.28 |      |      |
| BEND3         | 2.27 |      |      |
| AL161729.1    | 2.27 |      |      |
| RSBN1         | 2.27 |      |      |
| FUT11         | 2.27 |      |      |
| LINC00667     | 2.25 |      |      |
| CCDC138       | 2.25 |      |      |
| RYBP          | 2.25 |      |      |
| ITPRIP        | 2.25 | 2.62 |      |
| GNB1L         | 2.25 |      |      |
| NKX2-5        | 2.25 |      |      |
| AC135050.6    | 2.23 |      |      |
| DUS2          | 2.23 |      |      |
| SALL2         | 2.23 |      |      |
| IL34          | 2.23 |      |      |
| HILPDA        | 2.23 |      | 2.36 |
| TRAF3IP2-AS1  | 2.23 |      |      |
| PPP3CC        | 2.23 |      |      |
| SNORD13       | 2.23 |      |      |
| AF127577.4    | 2.23 |      |      |
| GPCPD1        | 2.22 | 2.17 |      |
| RHEX          | 2.22 |      |      |
| CLK3          | 2.22 |      |      |
| NAMPT         | 2.22 |      |      |
| HIVEP2        | 2.22 |      |      |
| VGf           | 2.22 |      |      |
| THAP8         | 2.22 |      |      |
| PAOX          | 2.20 |      |      |
| GNA13         | 2.20 |      |      |
| PELI1         | 2.20 |      |      |
| FBXO9         | 2.19 |      |      |
| MSANTD3       | 2.19 |      |      |
| SP5           | 2.19 |      |      |
| INHBB         | 2.19 |      | 2.22 |
| PIM1          | 2.19 |      |      |
| JMJD6         | 2.19 |      |      |
| MAFK          | 2.19 |      |      |
| UCA1          | 2.19 |      |      |
| SLC38A11      | 2.17 |      |      |
| SIAH2         | 2.17 |      |      |
| ZYX           | 2.17 |      |      |
| STC2          | 2.17 |      |      |
| KDM4C         | 2.17 |      |      |
| RP11-504P24.8 | 2.17 |      |      |

|                |      |      |  |
|----------------|------|------|--|
| ILF3-DT        | 2.16 |      |  |
| ZNF654         | 2.16 |      |  |
| PSMB9          | 2.16 |      |  |
| JAG1           | 2.16 |      |  |
| STK26          | 2.16 | 2.08 |  |
| ZNF100         | 2.14 | 2.51 |  |
| AL161421.1     | 2.14 |      |  |
| TCF12          | 2.14 |      |  |
| GCLC           | 2.14 |      |  |
| BTBD11         | 2.14 |      |  |
| EGLN1          | 2.14 |      |  |
| RP11-517P14.2  | 2.13 |      |  |
| AL109918.1     | 2.13 |      |  |
| CAMSAP3        | 2.13 |      |  |
| DCBLD2         | 2.13 |      |  |
| PLK2           | 2.13 |      |  |
| MTCL1          | 2.13 |      |  |
| ZNF556         | 2.11 |      |  |
| HHEX           | 2.11 |      |  |
| UBALD1         | 2.11 |      |  |
| WTIP           | 2.11 |      |  |
| SERPINE1       | 2.11 |      |  |
| FAM98A         | 2.10 |      |  |
| AMER1          | 2.10 |      |  |
| HSD11B2        | 2.10 |      |  |
| U91328.19      | 2.10 |      |  |
| FDPS           | 2.10 |      |  |
| EAF1           | 2.10 |      |  |
| SERTAD2        | 2.10 |      |  |
| THAP1          | 2.10 |      |  |
| DEPP1          | 2.08 |      |  |
| TIGD3          | 2.08 |      |  |
| ACSM5          | 2.08 |      |  |
| NR5A2          | 2.08 |      |  |
| FAM217B        | 2.07 |      |  |
| AL035071.1     | 2.07 |      |  |
| LINC00526      | 2.07 |      |  |
| BRI3BP         | 2.07 | 2.04 |  |
| SMIM19         | 2.07 |      |  |
| ZNF213-AS1     | 2.07 |      |  |
| RP11-1275H24.3 | 2.07 |      |  |
| SLC25A36       | 2.07 |      |  |
| TMEM51         | 2.07 |      |  |
| OSBPL10        | 2.07 |      |  |
| HUS1           | 2.07 |      |  |

|             |      |      |      |
|-------------|------|------|------|
| OSGIN1      | 2.07 |      |      |
| MT-CYB      | 2.06 |      |      |
| GDPD1       | 2.06 |      |      |
| PWAR6       | 2.06 |      |      |
| HPCAL1      | 2.06 |      |      |
| RHPN2       | 2.06 |      |      |
| PROSER2     | 2.06 |      |      |
| PIM3        | 2.06 |      |      |
| SEC24B      | 2.06 |      |      |
| CPEB4       | 2.06 |      |      |
| AC012321.1  | 2.06 |      |      |
| DNAJB9      | 2.06 | 2.19 |      |
| OXLD1       | 2.04 |      |      |
| SRSF6       | 2.04 |      |      |
| AC132872.1  | 2.04 | 2.01 |      |
| NBPF14      | 2.04 |      |      |
| SIRT1       | 2.04 |      |      |
| SH3RF1      | 2.04 |      |      |
| NFIL3       | 2.04 |      |      |
| FBXO42      | 2.04 |      |      |
| PXK         | 2.04 |      |      |
| FBX08       | 2.04 |      |      |
| PRDM10      | 2.04 |      |      |
| ACACA       | 2.03 |      |      |
| AC012123.1  | 2.03 |      |      |
| SEC24A      | 2.03 |      |      |
| BCL10       | 2.03 |      |      |
| MAPK7       | 2.03 |      |      |
| PIGW        | 2.01 |      |      |
| CNTD2       | 2.01 |      |      |
| AL845472.2  | 2.01 |      |      |
| AREG        | 2.01 |      |      |
| CNOT8       | 2.01 |      |      |
| ANGPTL4     | 2.01 |      | 3.41 |
| MXI1        | 2.01 |      |      |
| NUDT3       | 2    |      |      |
| PXMP2       | 2    |      |      |
| ELMOD2      | 2    |      |      |
| ZNF331      | 2    |      |      |
| GPLD1       | 2    |      |      |
| SMOX        | 2    |      |      |
| PDK1        | 2    |      |      |
| ERF         | 2    |      |      |
| STX3        | 2    |      |      |
| ARPIN-AP3S2 | 2    |      |      |

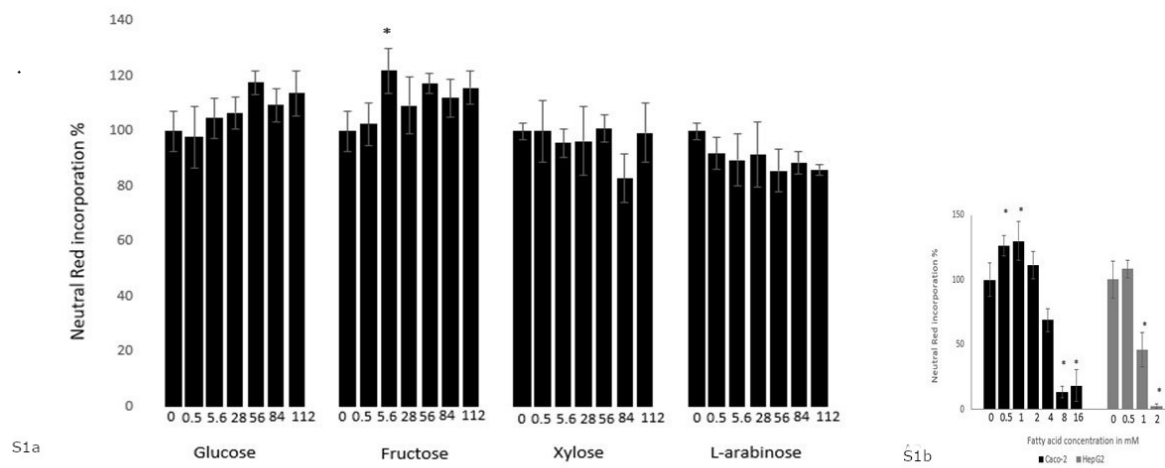

Figure S1.

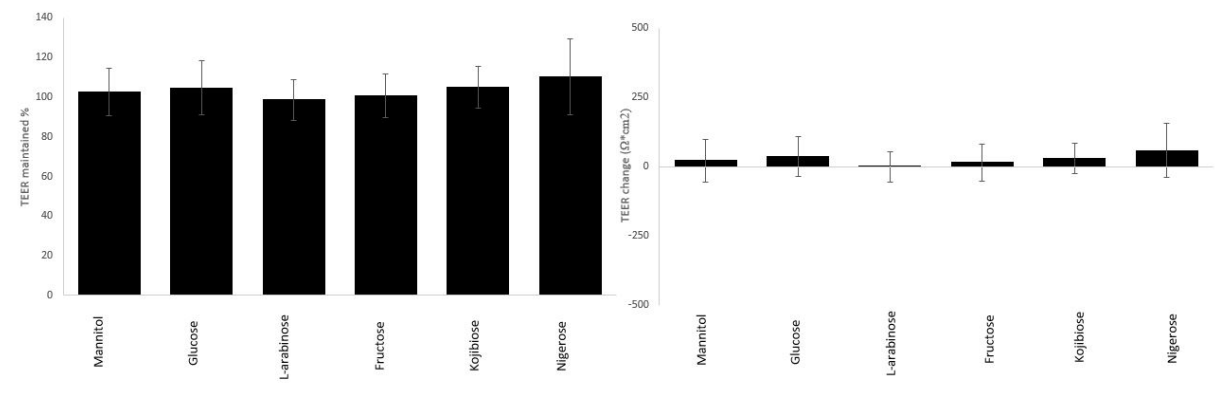

Figure S2.

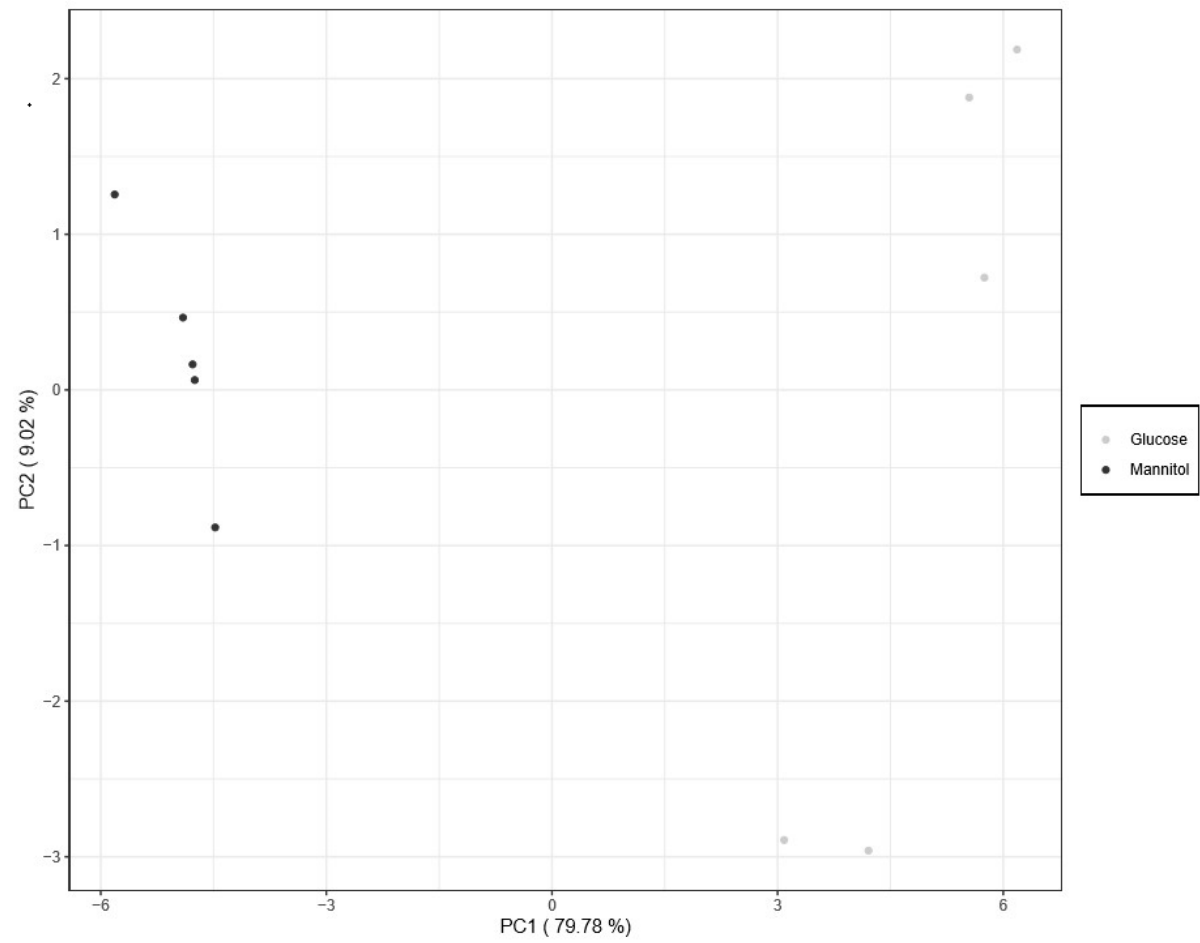

Figure S3a.

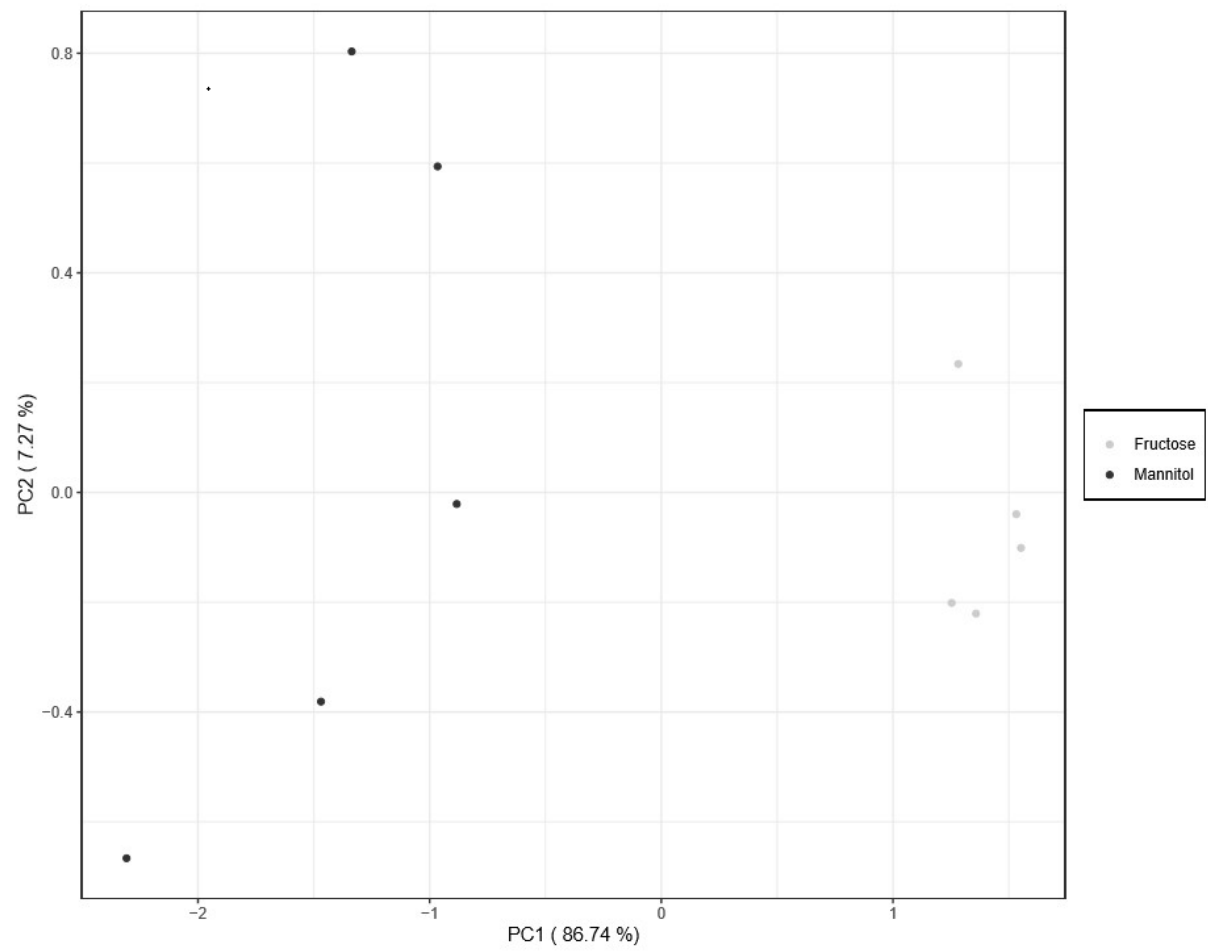

Figure S3b.

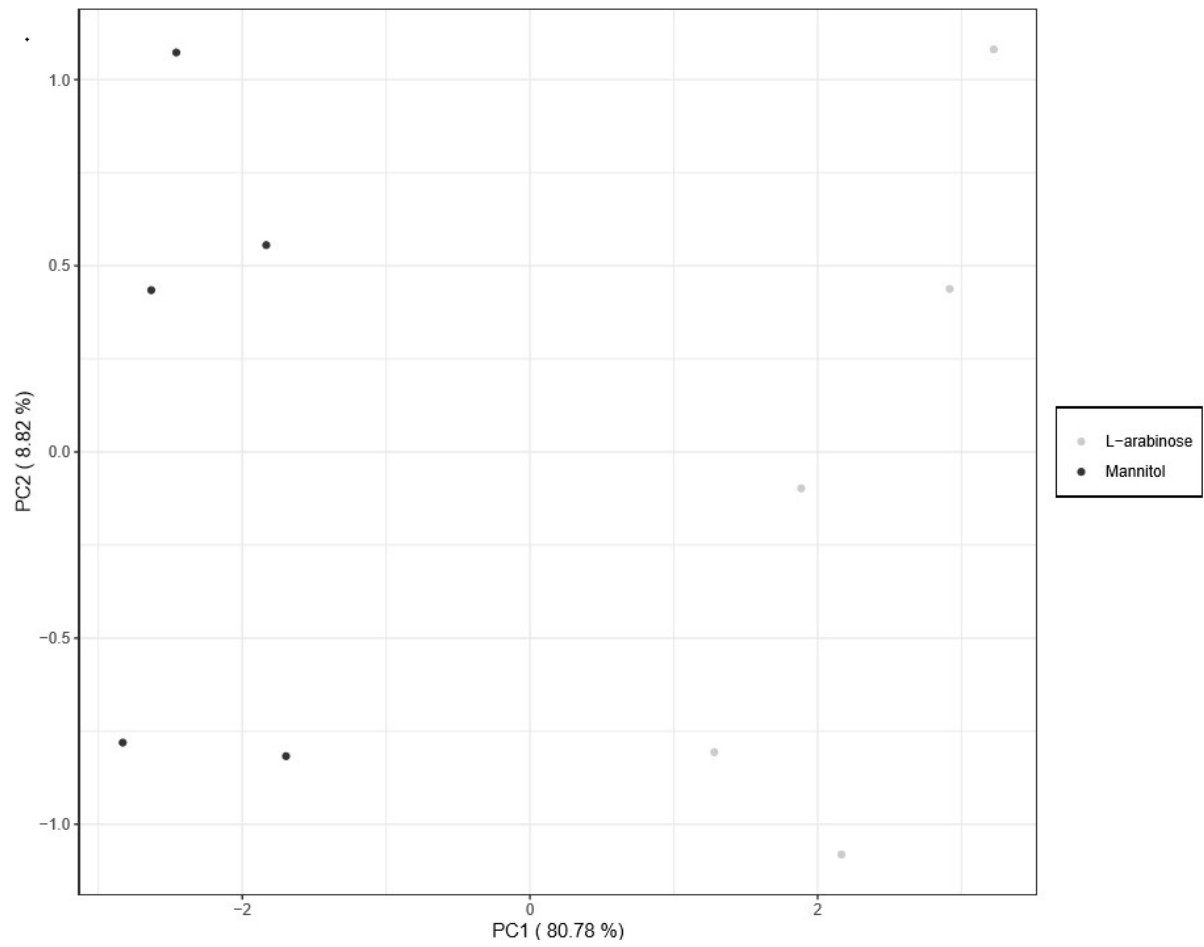

Figure S3c.

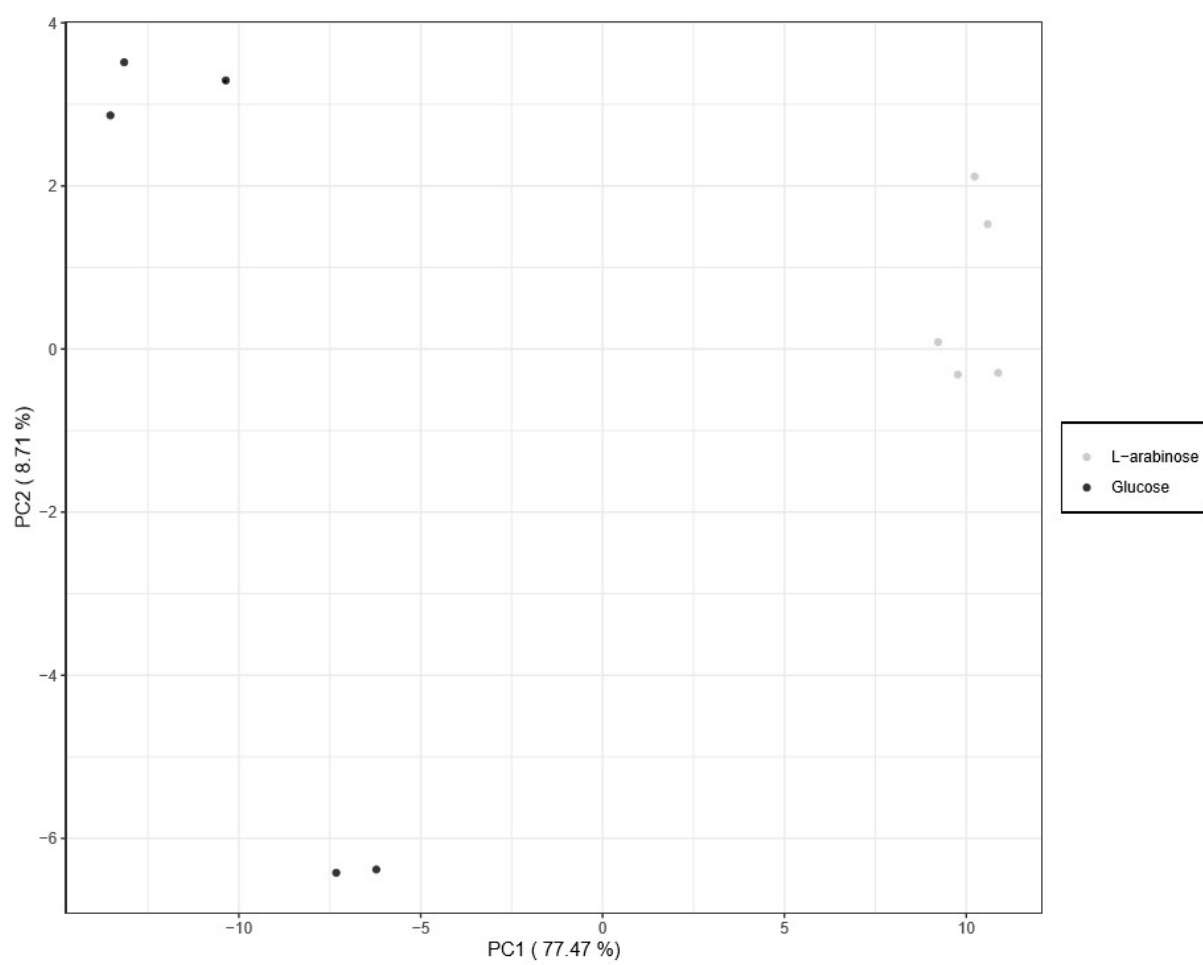

Figure S3d.

How the deposited data were processed for this re-analysis (not part of the article)

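Gene expression was measured in Caco-2 and HepG2 cells taken from the coculture after 24 h with 55 mM of mannitol, glucose, fructose or L-arabinose. There were 40 libraries, 20 for each of the 2 cell lines and 5 for each of the 4 sugars. The sample titles gave the cell line, the sugar, the experiment day and the number of the well, and every library was assigned from these labels alone. The authors deposited 1 table per cell line with values in a unit recorded as signal: reads counted on each gene, divided by an effective library size and scaled as in a normalized cpm. Raw counts were not used here. Every value of a library was a whole multiple of one step, so that the reads on the listed genes could be recovered by division. Genes that the authors had filtered out before depositing could not be restored. Ensembl identifiers were matched to symbols with the annotation supplied for this work, whose build may not be that of the authors, and no positions were used.

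Recovered reads ranged from 5954330 to 12210906 per HepG2 library and from 7427920 to 10240324 per Caco-2 library. A gene at or under 3 reads in a library was treated as at the limit of detection. Such limits cover counting error only, since the files hold no molecular identifiers.

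Calculations used R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. For each of the 6 pairs of sugars within a cell line, genes with a value above 1 in at least 5 of the 10 libraries were tested with limma (lmFit, then eBayes with trend and robust moderation) on log2(value + 0.5). A gene was counted as differential at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold. Gene sets were tested with limma's camera at a preset inter-gene correlation of 0.01 on the same values, over 18 lists of genes written by hand, and adjusted over the 108 tests of a cell line. The GAGE method and the KEGG sets of the paper were not used here. Principal components were computed on the centred log2 values. Differences between the cell lines were tested as the difference of the log2 fold changes, on genes tested in both, and differences between the April and first August day as an interaction of sugar and day. Single genes and set means were compared with exact two-sided permutation tests. The limma and edgeR tests are two-sided.

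The alternatives were a pseudocount of 0.1 or 1, no filter on low values, a mean of at least 5, rescaling by median ratios, all 4 sugars in one fit, the experiment day as a block, the day and well number together as a block, the April wells alone, the first August day alone where glucose was not compared, no fold threshold, edgeR's quasi-likelihood test on the recovered reads, and each well left out in turn. For gene sets they were fry, an estimated correlation and the lists without the genes of Table S1, and for principal components the 500 genes with the largest variance and genes scaled to unit variance. Exchanging the day labels of 2 glucose wells, and the alternatives for the difference between the cell lines, were added after the values were seen. For each comparison 100 splits of the 10 wells were drawn with a fixed seed.

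Wells with the same day and number in different sugars were checked for pairing. In HepG2 the median correlation of their deviations was 0.26 over 24 pairs, against 0.256 over 36 pairs with the same day and another number and −0.192 over 90 pairs with different days. In Caco-2 these values were 0.1, 0.0694 and −0.0898. The numbers were therefore not treated as pairs.

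The tests were tested on simulated data with 200 changed genes. In simulated HepG2 libraries limma called 178 of them and edgeR 182, with 5 and 4 calls among 12606 unchanged genes. In simulated Caco-2 libraries, with the larger spread of these wells, limma called 64 and edgeR 65, with 3 calls each among 11240 unchanged genes. A raised set of genes was found by camera, by fry and with the estimated correlation, and 0 of 18 unchanged sets passed in any of these. The simulated genes varied independently of each other and without differences between days. This therefore does not test whether camera's preset correlation is adequate for the real lists.

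Named genes were chosen by a rule. They are genes that the paper names in the results or discussion of gene expression, 8 genes linked to NAFLD, the genes that Table S1a lists for both glucose and L-arabinose, for each HepG2 comparison up to 3 differential genes with the largest change among those whose wells do not overlap, with a mean of at least 5 in either sugar, and all differential genes of a Caco-2 comparison with at most 5. Other names are given where a short list called for them. Lists of 12 hepatocyte-like and 12 enterocyte-like marker genes were written to describe the cell lines. The measurements of sugars, fat, TEER and permeability have no file among the deposited data and were not analysed here. The result for 1 of the genes that the rule names is left out and not reported here.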

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

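The tests of relabelled cell lines, of HepG2 RNA in the Caco-2 libraries, of the experiment days behind TXNIP, and of CBS and CBSL were chosen only after the result was seen.

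In 5 of the 98 groups of 5 wells, the highest or lowest well lay so far from the others that its gap to the nearest exceeded 0.71 of the whole range, where 4.9 groups would be expected by chance. ANGPTL4 was at 5.518 normalized cpm in the HepG2 mannitol well Apr-2, below the other mannitol wells, and without this well its log2 fold change was 1.30 with fructose and 1.55 with L-arabinose, past the thresholds in both. SIRT1 was at 32.58 in the HepG2 mannitol well AugA-2, above the other mannitol wells, and without it SIRT1 changed by −0.51 with glucose (adjusted p = 0.153) and by 0.50 with L-arabinose (adjusted p = 0.0766). RPS10-NUDT3 was at 1.755 in the HepG2 glucose well AugB-2 and at 0 in the other glucose wells, and without AugB-2 its log2 fold change was −3.67 (adjusted p = 0.000543). RNU4ATAC was at 157.1 in the Caco-2 L-arabinose well Apr-1, above the other L-arabinose wells, and without it the change against mannitol was −2.25 (adjusted p = 0.000102). The HepG2 fructose well AugA-3 held 12210906 recovered reads, the most of all fructose wells, and without it 8 genes differed between fructose and mannitol, 6 between fructose and L-arabinose and 1 between glucose and fructose. Since the number of such wells is what chance gives, no technical explanation was tested for them, and the design gives no condition that sets these wells apart.

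TXNIP rose more with glucose against fructose in HepG2 than in Caco-2 cells, by 2.636 on the log2 scale (adjusted p = 0.0213, and 0.0322 with the experiment day as a block), the only gene of 10796 that passed this test of the difference, with 598 genes at an unadjusted p-value under 0.05. When the sugars were relabelled within each cell line, 12 of 100 relabellings gave at least 1 gene, so the count on its own is not beyond what relabelling gives. For the other comparisons 0 genes passed without the day as a block, and all 100 relabellings gave as many. The unadjusted p-value was under 0.05 for 676 genes with glucose against mannitol, 598 with fructose against mannitol, 596 with L-arabinose against mannitol, 770 with glucose against L-arabinose and 517 with fructose against L-arabinose. The count was 0 genes without Caco-2 glucose Apr-1. A difference between experiment days is argued against as the whole cause, since in the April wells, which hold both sugars in both cell lines, the difference was 2.128, from 2.426 in HepG2 and 0.2979 in Caco-2. The larger spread between Caco-2 wells may hide part of a change in these cells, with a spread 2.99 times that of HepG2, and the cell lines, their position in the coculture and the spread stay open as explanations. For fructose against mannitol, the TXNIP difference between the cell lines was −0.2372 (adjusted p = 0.998), from 1.454 in HepG2 and 1.691 in Caco-2. For glucose against mannitol it was 2.399 and did not pass (adjusted p = 0.264). These values argue against a different TXNIP response to fructose as the whole source of the gap. Sensing of fructose was not itself measured.

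TXNIP was higher in Caco-2 cells with glucose and with fructose, which the paper does not report. Neither change passed over all genes at the settings used throughout, while both passed both thresholds with the experiment day as a block (adjusted p = 0.00641 with glucose and 0.000718 with fructose), with a pseudocount of 1 (0.0499 and 0.0459) and in the April wells alone (0.00165 and 0.00766). Its log2 fold change against mannitol was 1.636 with glucose (adjusted p = 0.0563, between 0.00165 and 0.403 over the alternatives) and 1.691 with fructose (adjusted p = 0.0648, between 0.000718 and 0.111). It was at 144.5 ± 51.2 normalized cpm with glucose, 144.2 ± 19.5 with fructose and 47.6 ± 21.5 with mannitol (SD, n = 5 wells each). Without glucose AugB-1 the adjusted p-value with glucose was 0.0266, and without mannitol AugA-1 that with fructose was 0.016. HepG2 RNA in the Caco-2 libraries is argued against, since 60 genes abundant in HepG2 and nearly absent from Caco-2 reached at most 1.16% of their HepG2 level, where the rise of TXNIP with fructose would need 332%. A difference between days is argued against as the whole cause, since with the day as a block the change with glucose grew to 1.953. A response of the Caco-2 cells to these sugars may be the source, as a hypothesis found and tested on the same data.

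The change with L-arabinose against mannitol differed between the April and the first August day for 1 HepG2 gene, CBSL (adjusted p = 7.13e-11), where 555 genes had an unadjusted p-value under 0.05. CBSL is a near-copy of CBS, and it lay under 1 normalized cpm in 5 libraries, in which CBS averaged 45.6 against 29.2 elsewhere. The sum of both genes varied by 18% of the mean within groups and CBSL by 58%, so the difference may come from reads that the counting shared between the copies. No biological explanation was tested for it.

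The change with fructose against mannitol differed between these days for 4 Caco-2 genes, AFP, RNU4ATAC, ALB and AC024995.1 (541 genes at an unadjusted p-value under 0.05), and that of fructose against L-arabinose for 3, RNU4ATAC, MT-TL1 and MT-RNR2 (673 genes). The other comparisons gave 0 genes, with an unadjusted p-value under 0.05 for 894 genes with fructose against mannitol and 654 with fructose against L-arabinose in HepG2, and for 453 with L-arabinose against mannitol in Caco-2. AFP and ALB are made in large amounts by HepG2 cells. HepG2 RNA in the Caco-2 libraries is argued against as the source of AFP, since its lowest level in a Caco-2 library was 25% of the HepG2 mean, above the 1.16% of the genes abundant in HepG2. That level does not exclude a small part of ALB, whose lowest share was 1.34%, from such RNA. RNU4ATAC, MT-TL1 and MT-RNR2 are not standard polyadenylated messengers, so how many of them a library from polyadenylated RNA takes up may vary between days, which was not tested with a value of its own. What in the sugars or days lies behind these genes cannot be said from 2 April and 3 August wells per sugar.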

How the results depend on the processing

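The exchanged day labels and the alternatives for the differences between the cell lines were tests chosen only after the result was seen. Where a value changed, the cause was not tested unless a cause is given.

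Counts of differential genes stayed within 1.5 times the first value in 88 of 144 values under the alternatives other than leaving out a well, while 11 were smaller and 45 larger. In HepG2 cells, dropping the fold threshold, which by construction only adds genes, gave 282 genes for glucose against mannitol, 25 for fructose against mannitol, 250 for L-arabinose against mannitol, 9 for glucose against fructose, 1318 for glucose against L-arabinose and 20 for fructose against L-arabinose. The April wells alone gave 343, 64, 317, 741 and 41 genes for glucose and for fructose against mannitol, glucose against fructose, glucose against L-arabinose and fructose against L-arabinose. In Caco-2 cells they gave 27 for glucose against mannitol, 8 for fructose against mannitol, 0 for L-arabinose against mannitol, 40 for glucose against L-arabinose and 5 for fructose against L-arabinose. The first August day gave 4, 46 and 1 genes in HepG2 and 5, 8 and 5 in Caco-2 for fructose and L-arabinose against mannitol and fructose against L-arabinose.

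With the experiment day as a block, the HepG2 counts were 36 for fructose against mannitol, 51 for L-arabinose against mannitol, 1 for glucose against fructose and 23 for fructose against L-arabinose, and the Caco-2 counts were 52 for glucose, 23 for fructose and 5 for L-arabinose against mannitol, 25 for glucose against L-arabinose and 11 for fructose against L-arabinose. Over all comparisons 493 HepG2 and 17 Caco-2 calls became 477 and 116. With the day and well number together as a replicate block, the HepG2 counts were 36, 57, 77 and 28 in the first order, and the Caco-2 counts 1, 12, 4, 1 and 7 in the second. With the day labels of 2 glucose wells exchanged, the day block gave 421 HepG2 genes for glucose against mannitol, 386 against fructose and 832 against L-arabinose, and 16 and 29 Caco-2 genes for glucose against mannitol and against L-arabinose.

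With all 4 sugars in one fit, HepG2 gave 3 genes for fructose against mannitol, 9 for L-arabinose against mannitol and 73 for glucose against fructose, and Caco-2 gave 0 for L-arabinose against mannitol and 1 for fructose against L-arabinose. The stricter filter, which tests fewer genes, gave 221 HepG2 genes for glucose against L-arabinose. In Caco-2 cells a pseudocount of 1 gave 25 genes for glucose against mannitol, 1 for fructose against mannitol and 5 with a sugar-by-day difference between fructose and L-arabinose. No filter gave 1 gene for fructose against mannitol. A pseudocount of 0.1 and edgeR each gave 2 for glucose against L-arabinose. Median ratios moved none of the 12 counts by more than 1.5 times. Of the genes called by limma, edgeR also called 69 of 88 for glucose against mannitol, 11 of 12 for fructose against mannitol, 29 of 30 for L-arabinose against mannitol, 5 of 5 for glucose against fructose, 310 of 349 for glucose against L-arabinose and 9 of 9 for fructose against L-arabinose in HepG2.

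Across fits that each left out one well, HepG2 counts ran from 45 (without mannitol Apr-2) to 155 (without glucose AugB-2) for glucose against mannitol, from 6 (without fructose Apr-1) to 23 (without fructose AugA-2) for fructose against mannitol, from 18 (without mannitol AugA-3) to 42 (without L-arabinose Apr-2) for L-arabinose against mannitol, from 1 (without fructose Apr-1) to 37 (without fructose AugA-2) for glucose against fructose, from 265 to 410 for glucose against L-arabinose and from 1 (without L-arabinose Apr-2) to 12 for fructose against L-arabinose. Caco-2 counts ran from 0 to 37 (without glucose AugB-1), 0 to 1 (without mannitol AugA-1), 1 to 5 (without L-arabinose Apr-1), 1 (without L-arabinose AugA-1) to 15 and 0 to 1 (without L-arabinose AugA-3) in the same order, leaving out glucose against fructose, which stayed at 0. Differences between the cell lines ran from 0 to 3 genes for glucose against mannitol, 0 to 2 for fructose against mannitol, 0 to 1 for L-arabinose against mannitol, glucose against fructose and fructose against L-arabinose, and stayed at 0 for glucose against L-arabinose. With the day as a block they gave 3 genes for fructose against mannitol.

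Gene sets past the threshold numbered 48 in HepG2 and 16 in Caco-2. An estimated correlation left 0 in HepG2 and 0 in Caco-2, fry left 0 in Caco-2, and the lists without the genes of Table S1, which hold fewer genes, gave 30 in HepG2. Without single wells the counts ran from 39 to 52 and from 11 to 19. Scaling each gene to unit variance moved the share of PC1 to 27.3% for glucose and mannitol, 25.5% for fructose and mannitol, 25.6% for L-arabinose and mannitol, 26.7% for glucose and L-arabinose and 14.6% for all Caco-2 libraries. The 500 genes with the largest variance moved it to 39.3% for fructose and mannitol, 36.5% for L-arabinose and mannitol, 33.5% for glucose and L-arabinose, 22.3% for all HepG2 and 14.8% for all Caco-2 libraries. Without single wells it ran from 28.3% to 33.0%, 28.5% to 33.4%, 27.5% to 32.5% and 29.2% to 34.2% for the 4 comparisons in HepG2, from 18.3% to 19.8% for all HepG2 libraries and from 11.1% to 12.2% for all Caco-2 libraries.

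Among 513 values of single genes under the alternatives other than leaving out a well, 451 kept their direction and side of the threshold, 42 were weaker, 18 stronger and 2 reversed: in the April wells alone, which hold fewer samples, GCKR changed by −0.0919 with glucose and ACACA by −0.25 with fructose against mannitol. With single wells left out, 474 of 565 kept both, 75 were weaker, 7 stronger and 9 reversed. For glucose against mannitol, TCF7L2 ran from −0.0565 (without glucose AugB-2) to 0.21, PNPLA3 from −0.14 (without glucose AugB-1) to 0.79, GCKR from −0.12 (without glucose AugB-1) to 0.34 and MBOAT7 from −0.0433 (without glucose Apr-2) to 0.17, and for fructose against mannitol ACACA ran from −0.10 (without fructose AugA-2) to 0.23. None of these changes had passed. For single gene sets, 167 of 214 values kept both and 47 were weaker, and with single wells left out 291 of 320 kept both, 23 were weaker, 2 stronger and 4 reversed. The adjusted p-value ran from 0.0842 to 0.85 for steroid hormone biosynthesis with glucose (reversed without glucose AugA-1 or AugB-2), from 0.247 to 0.95 for fatty acid biosynthesis with fructose (reversed without fructose AugA-2) and from 0.785 to 0.998 for the Caco-2 tight junction list with L-arabinose (reversed without mannitol Apr-2).

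Depth limits genes near the floor: ARRDC4 held at most 18 reads in a HepG2 glucose well. In Caco-2 cells the spread between wells may limit the counts. With the means and spread of these wells 16.5% of transplanted changes were called, and with those of HepG2 wells 59.8%. Part of this gap comes from genes that were not tested in Caco-2 cells.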

Differences from the paper's values

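None of the tests below bears on a cause, and the only values chosen after the results were seen are those on the differential genes alone and those of the genes singled out for glucose against L-arabinose.

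For glucose against L-arabinose in Caco-2 cells, 16 genes were differential, against the paper's 2. The count was 2 with a pseudocount of 0.1 and with edgeR on the recovered reads, where the genes were DDIT3 and DDIT4, and 1 with the day and well number as a block, and between 1 and 3 when any of 8 single wells was left out. Among the other alternatives set before the data were examined, it was 16 without a fold threshold, 20 with a pseudocount of 1, 18 without a filter, 13 with the stricter filter, 14 with median ratios, 16 with all 4 sugars in one fit, 25 with the day as a block, 40 in the April wells, 15 without glucose AugB-1 and 13 without L-arabinose Apr-1, none of which closed the gap.

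The share of variance of PC1 in HepG2 was 29.6% for glucose and mannitol against the paper's about 80% in Figure S3a, read by eye, 29.5% for fructose and mannitol against the paper's about 87% in Figure S3b, read by eye, 28.9% for L-arabinose and mannitol against the paper's about 81% in Figure S3c, read by eye, and 29.9% for glucose and L-arabinose against the paper's about 77% in Figure S3d, read by eye. None of the alternatives set before the data were examined closed these gaps. On the differential genes alone, chosen after seeing the values, the shares were 76.9%, 87.0%, 77.7% and 75.8%.

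RPS10-NUDT3 was 9.43-fold lower with glucose than with mannitol in HepG2 cells, against the paper's 18.5-fold. Among the alternatives set before the data were examined, the value came within 1.5 times the paper's with the day as a block (14.8-fold), the replicate block (19.1), the April wells (21.3) and without glucose AugB-2 (12.7). In the April wells and without AugB-2 every glucose well is at 0 reads, so that the fitted fold depends on the value added before the logarithm. The gap did not close with a pseudocount of 0.1 (32.9), a pseudocount of 1 (5.68), without a filter (9.43), with median ratios (9.31), with all 4 sugars in one fit (9.43), without mannitol AugA-2 (11.6) or AugA-3 (10.4), or without any other single well (7.51 to 9.15). This comparison covered 34 pairs of a gene and a comparison whose values were reported, not all pairs of these genes in Table S1, and the other 33 did not differ beyond the spread of the wells and a factor of 1.5. Over all 504 pairs of Table S1 with a value here, 22 fold changes lay more than 1.5 times from the paper's, 1 of them above it and the rest below. For glucose against L-arabinose these include RPS10-NUDT3 (14.3-fold here, the paper's 25.8), FAM110C (4.86, the paper's 7.36), EGR4 (5.31, the paper's 11.8) and BAIAP2 (1.09, the paper's 2.95), singled out after their values were seen, and the alternatives were not compared for these genes.

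The paper calls ACACA higher with glucose than with L-arabinose. It was 0.91 higher on the log2 scale here, under the fold threshold. The April wells alone gave 1.02 with an adjusted p-value of 0.00905, and without glucose AugB-2 or AugA-1 it was 1.02 and 1.07, each past both thresholds. CITED2 with glucose had an adjusted p-value of 0.0508, and it was called with a pseudocount of 1 (0.0489), the stricter filter (0.0446), all 4 sugars in one fit (0.0371) and the April wells (0.00145), and without glucose Apr-2, AugA-1 or AugB-2 (0.0376 to 0.0422). ADM with L-arabinose had one of 0.157 and was called with the day as a block (0.0018) and with the replicate block (0.000584). FOS between fructose and L-arabinose had one of 0.0903 and was called with the replicate block (0.00088). ARRDC4 between glucose and mannitol failed the filter on low values, and without the filter its adjusted p-value was 0.0311.

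The paper lists pathways that the lists used here, which are not the KEGG sets, did not pass: insulin signaling (adjusted p = 0.0776, and 0.0226 without fructose AugA-2) and AMPK (0.122) with fructose, steroid hormone biosynthesis with glucose (0.475) and PI3K-Akt with L-arabinose (0.216) in HepG2 cells, and in Caco-2 cells AGE-RAGE with L-arabinose (0.406) and type II diabetes between glucose and fructose (0.155, and 0.0449 without glucose Apr-1). The paper also proposes that fructose may act through AGE-RAGE in HepG2 cells. That list did not pass with fructose against mannitol (camera's adjusted p = 0.166, fry's 0.297).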

Other observations

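The tests of exchanged day labels, of the fructose well AugA-2 and of the 2 glucose wells were chosen only after the result was seen.

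In HepG2 cells, other splits of the same 10 wells rarely gave as many differential genes. As many were found in 2 of 100 splits for glucose against mannitol, 3 for fructose against mannitol, 2 for L-arabinose against mannitol, 4 for glucose against fructose, 1 for glucose against L-arabinose and 4 for fructose against L-arabinose, the real split included. In Caco-2 cells as many were found in 9 of 100 splits for L-arabinose against mannitol and 5 for glucose against L-arabinose, and in all 100 for glucose against mannitol, fructose against mannitol, glucose against fructose and fructose against L-arabinose, where 0 genes were differential. Of the splits other than the real one, that with the most genes put all 4 April wells on one side in each of the 12 comparisons, and it gave 103, 118, 49, 55, 46 and 138 genes in HepG2 and 135, 256, 191, 391, 131 and 214 in Caco-2, in the order above. So the experiment day is a batch that by itself gives as large a result, except for glucose against L-arabinose in HepG2. Some splits had the same imbalance between the sides, summed over the days, as the real split. Among these the real split alone was as large in every HepG2 comparison (1 of 63, 49, 48, 62, 65 and 47 splits). In Caco-2 as many genes came from 4 of 48 for L-arabinose against mannitol and 1 of 65 for glucose against L-arabinose. Where glucose was compared, such splits can part the April wells unevenly, so they do not hold the day fixed. With the day as a block and the wells exchanged within days, the real labels gave more genes than any other arrangement (1 of 24 where glucose was compared, 1 of 60 elsewhere), apart from glucose against fructose, with 3 of 24 in HepG2 and 24 of 24 in Caco-2.

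Gene sets were less distinct. Adjusted over the 18 lists of one comparison, as many HepG2 sets passed in 3 of 100 splits for glucose against mannitol, 27 for fructose against mannitol, 7 for L-arabinose against mannitol, 2 for glucose against fructose, 5 for glucose against L-arabinose and 63 for fructose against L-arabinose. In Caco-2 these were 20, 33, 100, 67, 13 and 20 splits in the same order. These splits leave the experiment day aside. With the day as a block and the wells exchanged within days, as many sets passed in HepG2 under the real labels alone for glucose against mannitol, against fructose and against L-arabinose (1 of 24 arrangements each), and in 17 of 60 arrangements for fructose against mannitol, 7 of 60 for L-arabinose against mannitol and 43 of 60 for fructose against L-arabinose. In Caco-2 they passed in 2, 13 and 1 of 24 for glucose against mannitol, fructose and L-arabinose, and in 5, 3 and 2 of 60 for the others in the same order. In HepG2 the number of sets in the 3 comparisons without glucose is thus not beyond what regrouping gives either way, and that of glucose against L-arabinose stands out only among arrangements within days.

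The few differential genes in Caco-2 cells have several possible sources. Lower depth is argued against, since Caco-2 libraries held 1.28 times the recovered reads of HepG2 libraries. The wells of one sugar and day were noisier, with a spread beyond counting noise 2.99 times that of HepG2 in genes of 200 to 500 reads. Differences between experiment days may add to this, since with the day as a block 116 calls were made over the 6 comparisons where 17 were made without it. In Caco-2 the ratio of variance to mean rose only 1.24-fold from genes of 20 to 50 reads to genes of 200 to 500 reads, from 31.9 to 39.6, where in HepG2 it rose from 2.39 to 5.28. A nearly constant ratio is consistent with few starting molecules copied many times, as a hypothesis that the files, without molecular identifiers, leave open. A weaker response of Caco-2 cells to the sugars also stays open. The test of the difference between the cell lines passed for 1 gene, in glucose against fructose. With the day as a block it passed for 1 gene there and for 3 in fructose against mannitol.

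Only glucose was run on the second August day. That day is argued against as the whole source of the glucose calls in HepG2, since the April wells alone gave 343 genes for glucose against mannitol. Of 21 genes called on the August wells alone, 18 changed in the same direction in April, and for glucose against L-arabinose 176 of 189 did. What the August wells add cannot be told apart from the day itself where only glucose was run.

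The day labels of the glucose wells were examined with a score made from the other sugars, at 0 for April and 1 for the first August day. The HepG2 glucose well AugB-1 scored 0.553, AugB-2 0.526 and AugA-1 0.468, and the first August wells of the other sugars between 0.656 and 1.05. In Caco-2 these wells scored 1.04, 0.454 and 0.585, and the other sugars between 0.616 and 0.979. With the labels of AugA-1 and AugB-1 exchanged, the day block gave the most genes of all 30 assignments in the 3 HepG2 comparisons with glucose, and ranked 5, 30 and 3 in Caco-2. That exchange puts AugA-1 and AugB-2 on the day with glucose alone, so neither enters the glucose difference. In HepG2 these are the wells that lay apart along PC1, so the ranking cannot tell whether the labels of AugA-1 and AugB-1 were exchanged. An exchange of these labels might fit the Caco-2 scores, but the HepG2 scores of all 3 wells lie close to each other, so exchanged and correct labels cannot be told apart. The labels were used as deposited.

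In HepG2 cells the glucose wells AugB-2 and AugA-1 lay apart from the other 3 glucose wells along PC1. Lower depth is argued against, since their libraries held 1.14 times the reads of the others. A few abundant genes are argued against, since without the 20 most abundant genes the highest PC1 score of these 2 wells was −30.6 and that of the others lay between 29.0 and 39.6. The median log2 fold change of 25 genes of lipid synthesis against the mannitol wells was −0.44 in AugB-2 and −0.26 in AugA-1, against 0.64, 0.67 and 1.15 in Apr-1, Apr-2 and AugB-1. An exchange of the labels of AugA-1 and AugB-1 would put exactly these 2 wells on the second August day. In Caco-2 cells, over all 20 libraries, they also lay apart from AugB-1 along PC1 (16.4 for AugB-2 and 4.33 for AugA-1, against −50.9), but apart from each other along PC2 (33.2 and 131.8). No biological explanation was tested, and what sets these wells apart was left open.

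The HepG2 fructose well AugA-2 had a lipid profile like that of 3 glucose wells, with a median log2 fold change of 0.65 over the 25 genes. A mislabelled glucose well is argued against, since TXNIP was at 38.87 normalized cpm there, against 23.78 to 31.26 in the other fructose wells and 127.5 to 251.3 in the glucose wells. A difference between days is argued against, since the other fructose wells of that day reached at most 0.1151. What sets this well apart was not found.

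Genes for small RNAs without a polyadenylated tail are among those the paper lists. Reads shared between near-identical copies may explain their number, since the most alike copies of RNU1 had the same value in 100% of the HepG2 libraries, so that 1 series of values is counted several times.

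Of 12 hepatocyte-like marker genes, 12 are listed in HepG2 and 11 in Caco-2, and the median log2 ratio of Caco-2 over HepG2 was −3.42, with 2 of 11 higher in Caco-2. Of 12 enterocyte-like genes, 3 are listed in HepG2 and 11 in Caco-2, with a median of 4.42 and 3 of 3 higher in Caco-2.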
